# Cellular transitions during cranial suture establishment in zebrafish

**DOI:** 10.1038/s41467-024-50780-5

**Published:** 2024-08-13

**Authors:** D’Juan T. Farmer, Jennifer E. Dukov, Hung-Jhen Chen, Claire Arata, Jose Hernandez-Trejo, Pengfei Xu, Camilla S. Teng, Robert E. Maxson, J. Gage Crump

**Keywords:** Bone development, Stem-cell differentiation, Zebrafish

## Abstract

Cranial sutures separate neighboring skull bones and are sites of bone growth. A key question is how osteogenic activity is controlled to promote bone growth while preventing aberrant bone fusions during skull expansion. Using single-cell transcriptomics, lineage tracing, and mutant analysis in zebrafish, we uncover key developmental transitions regulating bone formation at sutures during skull expansion. In particular, we identify a subpopulation of mesenchyme cells in the mid-suture region that upregulate a suite of genes including BMP antagonists (e.g. *grem1a*) and pro-angiogenic factors. Lineage tracing with *grem1a*:nlsEOS reveals that this mid-suture subpopulation is largely non-osteogenic. Moreover, combinatorial mutation of BMP antagonists enriched in this mid-suture subpopulation results in increased BMP signaling in the suture, misregulated bone formation, and abnormal suture morphology. These data reveal establishment of a non-osteogenic mesenchyme population in the mid-suture region that restricts bone formation through local BMP antagonism, thus ensuring proper suture morphology.

## Abstract (web summary)

Cranial sutures separate neighboring skull bones but how osteogenic activity is controlled at cranial sutures remains unclear. Here, authors employ zebrafish to uncover the cellular and transcriptional basis of growth control during suture formation.

## Introduction

The calvarium is the bony shield that covers and protects the brain. In humans, it is composed of the occipital and paired frontal and parietal bones, connected by fibrous joints called sutures that provide flexibility during parturition. Although the types and embryonic origins of the skull bones differ across vertebrates, mice and zebrafish share many of the same sutures with humans and have been relevant models for suture loss in a human birth defect called craniosynostosis^1,2^. The skull bones arise from mesenchymal cells of neural crest or mesoderm origin that condense and grow apically and laterally to cover the brain^3,4^. As bones meet, complex sutures form that integrate osteogenic and connective tissue cells between the overlapping skull bones^5^. Lineage tracing studies in mouse, for example based on genetic recombination mediated by *Gli1:*CreER^6^, *Axin2:*CreER^7^, and *Prrx1*:CreER^8^, suggest that postnatal sutures house osteogenic stem cells that grow the calvaria throughout adulthood. Osteogenic cells at cranial sutures can also be labeled by *Ctsk*:Cre, which labels dedicated stem cells for intramembranous ossification in the periosteum of long bones, suggesting commonalities of bone-forming cells in the calvarium and long bones^9^. Signaling between Ctsk-derived stem cells and a recently identified cartilage-promoting *Ddr2*+ stem cell at cranial sutures further demonstrates the complex crosstalk necessary to maintain a patent suture^10^. Further, suture-residing skeletal stem cells in mice and humans have been captured using surface antigens associated with stem cell identity^9,11,12^. However, the diversity of cells within the suture mesenchyme, and whether subpopulations have differing roles in generating osteoblasts versus regulating the extent of bone formation, remain less defined.

The zebrafish has emerged as a powerful model to interrogate the location and regulation of the progenitors that build and maintain skull bones and sutures. In contrast to mice where key developmental transitions of skull development occur in utero, zebrafish develop outside the mother and are largely transparent. These attributes allow for direct observation of suture formation at cellular resolution in living animals. Recently, we generated a zebrafish model for Saethre-Chotzen syndrome^13^, a human birth defect in which the coronal suture is selectively lost due to heterozygous mutations in either *TWIST1* or *TCF12*^14–16^. Homozygous *twist1b*; *tcf12* mutant zebrafish replicate the specific loss of the coronal suture, which correlates with aberrant skull bone growth in both the fish model and an analogous *Twist1/+*; *Tcf12/+* mouse model^13^. The extent to which misregulated bone growth reflects cell-autonomous defects in osteoblast lineage cells and/or signaling defects in the suture niche remains an open question, in part due to our incomplete knowledge of the diversity of mesenchyme populations in the suture.

Here, we performed single-cell transcriptomics of the zebrafish skull before and after suture formation, which allowed us to identify distinct mesenchymal populations that build the suture, how they differ before and after suture formation, and how they may be disrupted in craniosynostosis. We identified shared cell types with mouse sutures^5,17^, including meningeal subtypes and putative osteoblast progenitors. We were also able to resolve a transcriptionally distinct mesenchyme population located in the mid-suture region that upregulates expression of a number of BMP antagonists (e.g. *grem1a*, *nog2*, *nog3*), as well as members of the Angiopoietin family linked to blood vessel development^18^. Whereas an osteoblast-specific nuclear EOS (nlsEOS) photoconvertible transgenic line revealed bone addition primarily at suture edges, short-term lineage tracing with a *grem1a*:nlsEOS reporter revealed *grem1a*+ mid-suture cells to be largely non-osteogenic. This mid-suture subpopulation was also enriched for *twist1b* and *tcf12* expression and was greatly reduced in *twist1b*; *tcf12* mutants that have misregulated osteogenesis. Moreover, combinatorial loss *grem1a*, *nog2*, and *nog3*, BMP antagonists enriched within the mid-suture mesenchyme subpopulation, resulted in suture-specific upregulation of BMP signaling, misregulated bone formation, and altered suture morphology. These results are consistent with a role of *grem1a*+ mid-suture mesenchyme cells in compartmentalizing bone formation to suture edges, thus helping to prevent bone fusion across the body of the suture.

## Results

### Single-cell atlas of calvarial cell types before and after suture formation

To catalog cell types during the transition from growing bone fronts to sutures, we performed single-cell RNA sequencing of dissected zebrafish calvaria at juvenile bone front stages (9–11 mm standard length (SL)) and adult stages when sutures are fully established (22–25 mm SL) (Fig. 1A). 

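Cells of the dissected calvaria were captured in 4 droplet libraries, 2 per stage, each made from pooled fish. Juvenile replicate 1 came from 20 fish of 9–11 mm and was depleted of *cdh1:mlanYFP*+ cells, and juvenile replicate 2 came from 20 fish and was depleted of *sp7:GFP*+ cells. Adult replicate 1 came from 10 fish of 22–25 mm and was depleted of *cdh1:mlanYFP*+ cells, and adult replicate 2 came from 10 fish sorted for live cells with no reporter gate. The *cdh1* reporter marks epithelium and the *sp7* reporter marks osteoblasts, so the gates remove different cells. Only the *cdh1:mlanYFP* gate occurs at both stages, and between the remaining libraries the gate and the stage cannot be told apart. The data used here are the authors' UMI counts per gene and cell barcode, without normalization, made with Cell Ranger on the GRCz11 genome. The paper states that processed Seurat objects were deposited as well, and these were not used. A UMI is a tag that marks 1 captured RNA molecule, and levels of a gene are given in CPM, its UMIs per 1000000 UMIs of the same cells. The tables list 39988 genes by symbol and locus identifier, and the annotation behind them is not given in the sources used here. The juvenile libraries hold 22012568 and 24854689 UMIs on genes, and the adult libraries hold 6986539 and 7873717. From these counts, cells were filtered, normalized with SCTransform, integrated over the 4 libraries and clustered with the settings of the paper's methods. The 19 genes that are tested between cell types were left out of the features, so that no cluster was formed from a gene it is tested for. Cell types were rebuilt from lists of marker genes and are called by the name of their list with the ending -like. For every test, the UMIs were summed per library and cell type, and the libraries were the replicates. With 2 libraries per stage, an exact permutation test cannot go below p = 0.333, so the stage differences rest on edgeR's quasi-likelihood test, which shares its estimate of the spread over all genes.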

After filtering with Seurat v4.1^19^, we recovered 16,245 cells (median of 719 genes per cell) at juvenile stages and 5066 cells (median of 683 genes per cell) at adult stages. 

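The filter of the methods keeps barcodes with more than 200 and fewer than 2500 genes and under 25% mitochondrial UMIs. It kept 8313 of 8384 barcodes in juvenile replicate 1, 7932 of 8083 in juvenile replicate 2, 2072 of 2108 in adult replicate 1 and 2994 of 3070 in adult replicate 2. These sum to 16245 juvenile and 5066 adult cells. The median number of genes per cell, counted on the deposited UMIs, was 694 over the juvenile cells and 667 over the adult cells. By library, the median was 634 and 793.5 genes in the juvenile replicates and 866 and 573 in the adult replicates, so replicates of a stage differed by more than the stages did. The median number of UMIs per cell was 1878 and 2063.5 in the juvenile replicates and 2815 and 1928.5 in the adult replicates. Of the other filters tried, removing the cells with the highest doublet scores moved the total most, from 21311 to 20149 cells.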

Unsupervised clustering of the integrated datasets identified 16 clusters (Fig. 1B). 

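Clustering of the 21311 cells on 30 principal components at resolution 0.2 gave 15 clusters. These were divided into 95 sub-clusters, of which 68 took the name of 1 of 15 classes by their marker genes. Mesenchyme-like cells (*prrx1a*, *col1a2*, *dcn*, *pdgfra*) were the most numerous named adult class with 2709 cells, and numbered 2796 in the juvenile libraries. One of their sub-clusters, of 652 cells, had a median UMI count of 0.353 times that of its libraries and was led by *epd* and *prl*, so its place among the mesenchyme is uncertain. Dermal fibroblast-like cells, named by the Phe/Tyr metabolism genes *pah*, *hgd*, *hpdb* and *fah*, numbered 272 juvenile and 257 adult cells. Osteoblast-like cells numbered 141 and 177, and chondrocyte-like cells 880 and 83. The immune classes together held 2929 juvenile and 431 adult cells. Neuronal-like cells were 3145 and 83, radial glia-like cells 545 and 39, glial-like cells 554 and 14, and red blood cell-like cells 474 and 7. Endothelial-like cells numbered 194 and 173, epithelial-like cells 482 and 132, vascular smooth muscle-like cells 44 and 115, and hair cell-like cells 62 and 14. No name was given to 3727 juvenile and 832 adult cells. In most of their sub-clusters no list reached the score needed for a name. In the others too few markers were detected, the leading genes went against the list, or the cells were very shallow.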

We identified chondrocytes, osteoblasts, and mesenchyme clusters (including dermal fibroblasts defined by high expression of Phe/Tyr metabolism genes^20^), as well as endothelial cells, epithelial cells, glial cells, hair cells from neuromasts, immune cells, red blood cells, and neuronal cell types (Fig. 1B, Supplementary Fig. 1A, Supplementary Data 1). The immune population, which we do not further investigate in this study, includes cells expressing markers for T-cells, macrophages, and neutrophils, and a cluster with a mixed signature for natural killer cells and T-cells^21^ (Supplementary Fig. 1A). 

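Mesenchyme-like cells made up 18.2% of the cells in juvenile replicate 1 (exact Clopper-Pearson 95% interval 17.4 to 19.0) and 16.2% in juvenile replicate 2 (15.4 to 17.0). In adult replicate 1 they were 47.4% (45.2 to 49.6) and in adult replicate 2 57.7% (55.9 to 59.5). The intervals cover counting error only. The mean difference of 35.4 percentage points was larger than the spread between replicates (SD 5.24), and every adult library lay above every juvenile one (exact permutation test, two-sided, p = 0.333, the smallest that 2 libraries against 2 allow). Within the *cdh1:mlanYFP* gate, the only gate used at both stages, the difference was 29.2 percentage points. Of the settings tried, leaving out the integration moved the difference most, to 44.5 percentage points.

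Neuronal-like cells were 16.6% and 22.2% of the juvenile libraries and 3.38% and 0.434% of the adult libraries. T and NK-like cells were 17.4% and 13.1% in the juvenile libraries and 3.04% and 3.34% in the adult libraries. These shares leave out sub-clusters of 538 and 128 cells that stayed unnamed. Their leading genes included *nkl.4* and *nkl.2*, markers of the T or NK list. The immune classes together were less separated, at 20.4% and 15.6% in the juvenile libraries, 14.8% in adult replicate 1 and 4.14% in adult replicate 2. Their mean difference of -8.49 percentage points compares with a replicate SD of 5.86. Unnamed sub-clusters are not counted in it. Without the further division of clusters, the immune shares were 26.6% and 23.1% in the juvenile libraries. The adult libraries then had 17.6% and 6.25%, a mean difference of -12.95 percentage points. Adult replicate 1 held 152 neutrophil-like cells and adult replicate 2 held 2. Epithelial-like cells, the target of the *cdh1:mlanYFP* gate, were 0.529% of juvenile replicate 1 (gated) and 5.52% of juvenile replicate 2 (not gated on it), but 3.19% of adult replicate 1 (gated) and 2.20% of adult replicate 2 (no gate).

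**Figure D1:**
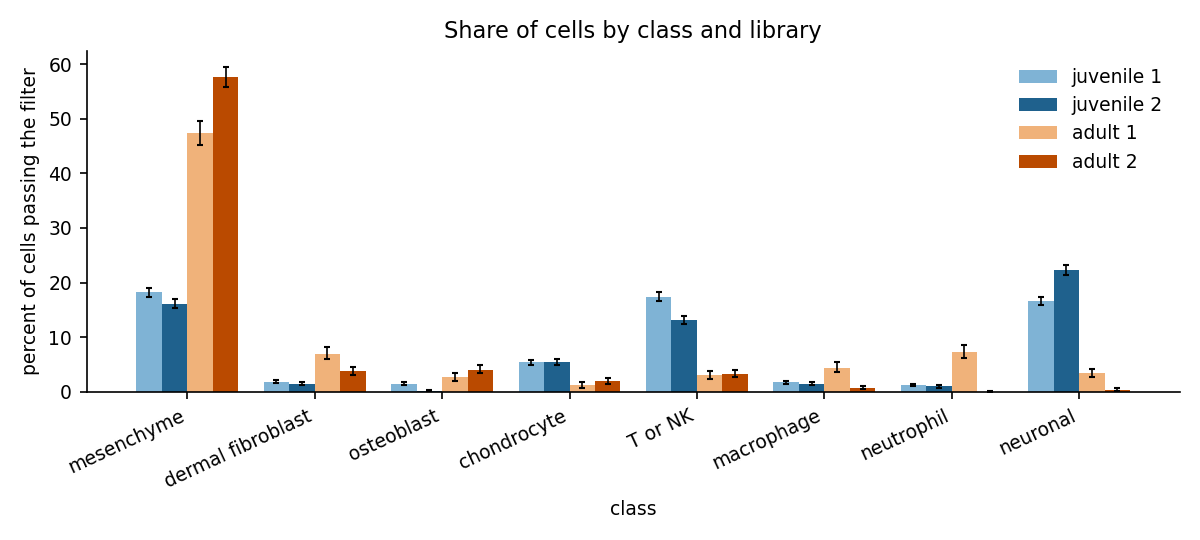
Share of cells per class in each library, as a percentage of the cells passing the filter. Bars stand for single libraries and error bars for exact 95% binomial intervals; mesenchyme-like cells are above 47% in both adult libraries and below 19% in both juvenile libraries.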

We noted differences in the relative abundance of cell types between stages, particularly the enrichment of the mesenchyme cluster at adult stages (61% of all captured cells) and neuronal and immune subtypes at juvenile stages, although the extent to which this reflects relevant biological versus stage-dependent technical differences remains unclear (Supplementary Fig. 1B, C).

**Fig. 1:**
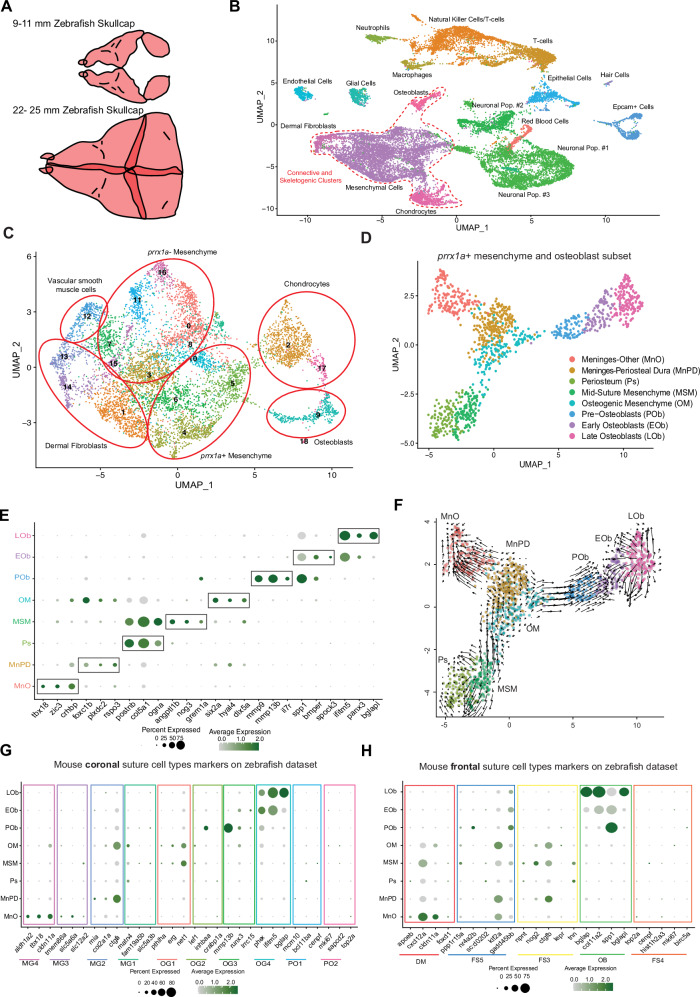
Single-cell RNA-sequencing analysis of juvenile and adult calvaria. **A** Schematic of dissected calvaria from juvenile and adult zebrafish. **B** Uniform Manifold Approximation and Projection (UMAP) plot of integrated juvenile (16,245 cells) and adult (5066 cells) datasets. Connective and skeletogenic clusters outlined by dashed lines. **C** UMAP analysis of reclustered connective and skeletogenic subset, including juvenile (4324 cells) and adult (4595 cells) datasets. Cell identities grouped by circles. **D** UMAP plot of osteoblast and *prrx1a*+ mesenchyme subset (517 juvenile cells, 656 adult cells). **E** Dot plot showing markers enriched for each cluster within the osteogenic/mesenchymal subset. **F** RNA velocity (arrows) showing differentiation flow for cells within the osteogenic/mesenchymal subset. **G**, **H** Dot plots showing zebrafish paralogs for markers of osteogenic and meningeal clusters in the mouse coronal or frontal suture datasets mapped onto the zebrafish osteoblast/mesenchyme subset.

To better understand the mesenchymal and osteogenic cell types captured from our datasets, we isolated the connective tissue and skeletogenic clusters (Fig. 1B, dotted line) and repeated unsupervised clustering of the integrated subset to uncover 18 clusters (Fig. 1C, Supplementary Data 2). As we validated that *prrx1a* expression broadly labels mesenchyme within and around adult cranial sutures^13^ and *pah* expression labels dermal fibroblasts outside of sutures (Supplementary Fig. 2A, B), we created a new subset that included the *ifitm5*+ osteoblast cluster and *prrx1a+* mesenchymal clusters, after removing *col2a1a*+ chondrocytes, *pah*+ dermal fibroblasts, and *acta2*+; *csrp1b*+ vascular smooth muscle cells^22^ (Fig. 1C, Supplementary Fig. 2C). 

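The cells named mesenchyme, dermal fibroblast, osteoblast, chondrocyte or vascular smooth muscle were combined as the connective and skeletogenic cells, without the unnamed cells. This gave 4133 juvenile and 3341 adult cells, which were clustered again at resolution 1 into 18 clusters. The osteoblast cluster and the mesenchyme clusters with *prrx1a* above a limit were then kept, without 3 chondrocyte, 2 *pah*+ dermal fibroblast and 1 vascular smooth muscle cluster. The paper's text gives no limit for *prrx1a*, and 0.75 times the mean CPM of all connective clusters was used. This kept 2180 juvenile cells (1213 in replicate 1 and 967 in replicate 2) and 2283 adult cells (843 and 1440). With a stricter limit of 1 times the mean, 1838 juvenile and 1859 adult cells remained. The limit of 0.75 was chosen after a limit of 1 was seen to leave out the cluster with *hyal4* and *six2a*, before any test was run. Clustering of the subset at resolution 0.8 gave 12 clusters.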

After re-clustering, we obtained 8 clusters (517 juvenile cells, 656 adult cells) (Fig. 1D). Analysis of enriched genes for each cluster (see Supplementary Data 3) allowed us to assign preliminary cell identities (Fig. 1D, E), which we validate in this study. Based on known marker genes, these clusters include two meningeal cell types, osteogenic mesenchyme, periosteum, pre-osteoblasts, and early and late osteoblasts, as well as a population we validate as largely mid-suture mesenchyme. 

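Since no cluster at resolution 0.8 alone could be named mid-suture mesenchyme or osteogenic mesenchyme, the clusters of the subset were divided into 32 sub-clusters, of which 13 were named from the marker lists. Mid-suture mesenchyme-like (MSM-like) cells, named by *angptl1a*, *angptl1b*, *angptl2b* and *tgfbi*, numbered 81 juvenile and 113 adult cells. Their sub-cluster was led by the periosteum markers *ogna* and *aspn* as well, with 2 markers of its own and 2 of the periosteum among its 10 leading genes. It scored 0.944 for the MSM list and 0.842 for the periosteum list. The Ps-like sub-clusters scored lower for the periosteum list, from 0.402 to 0.572, so MSM-like and Ps-like cells are not cleanly parted. Osteogenic mesenchyme-like (OM-like) cells, named by *six2a*, *hyal4*, *dlx5a* and *dlx6a*, numbered 127 and 149. That name is less certain, since their sub-cluster scored 0.734 for the OM list and 0.818 for the MnPD list, with 1 OM marker (*hyal4*) and 1 of another list (*crhbp*) among its 10 leading genes. Periosteum-like (Ps-like) cells, named by *postnb*, *ogna*, *col5a1* and *aspn*, numbered 313 and 293. None of their 5 sub-clusters had a marker of the list among its 10 leading genes, and 1 of them, of 156 cells, was led by *itih1*, *fgfbp2b* and *ucmab*, which also lead chondrocyte-like clusters, so this name is uncertain too. Cells like the periosteal dura (MnPD-like; *foxc1b*, *rspo3*, *plxdc2*) numbered 43 and 70, and cells like the other meninges (MnO-like; *tbx18*, *crhbp*, *aldh1a2*) numbered 112 and 65. Pre-osteoblast-like (POb-like) cells numbered 42 and 33, and late osteoblast-like (LOb-like) cells 91 and 198. No sub-cluster was named early osteoblast. The remaining 1371 juvenile and 1362 adult cells, 62.9% and 59.7% of the subset, stayed unnamed.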

All clusters are composed of cells from juvenile and adult stages (Supplementary Fig. 2D) with some differences in relative composition (Supplementary Fig. 2E), such as increased osteoblasts and decreased osteogenic mesenchyme at adult stages that likely reflects slowing of bone growth. 

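Each of the 7 named types held cells of both stages, but POb-like cells numbered 0 of 843 in adult replicate 1 and 33 of 1440 in adult replicate 2. The exact 95% interval for the former allows a share of up to 0.437%. The osteoblast lineage (POb-like and LOb-like cells) made up 9.81% of the subset in juvenile replicate 1 (exact 95% interval 8.19 to 11.6) and 1.45% in juvenile replicate 2 (0.794 to 2.42), whose gate removed *sp7:GFP*+ cells. It made up 7.83% of adult replicate 1 (6.11 to 9.85) and 11.5% of adult replicate 2 (9.86 to 13.2). The mean difference between the stages was 4.01 percentage points. Between the 2 libraries of the *cdh1:mlanYFP* gate it was -1.98 percentage points. That comparison also leaves out adult replicate 2, which had the highest share. Juvenile replicate 1 lay between the 2 adult libraries, so the stages have no order without the library in which osteoblasts were gated out. OM-like cells were 6.93% and 4.45% of the juvenile subset and 8.19% and 5.56% of the adult subset, a mean difference of 1.18 percentage points that lies within the spread between replicates.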

We also performed RNA velocity to infer the directionality of cell state changes based on nascent gene expression. Osteogenic mesenchyme flows toward the committed osteoblast subtypes (pre-osteoblast, early and late osteoblasts), and mid-suture mesenchyme has weak connections toward the periosteum and osteogenic mesenchyme (Fig. 1F). This analysis supports osteogenic and not mid-suture mesenchyme being the main precursor to new osteoblasts in the calvarium, although the weak flow of regulatory to osteogenic mesenchyme might suggest that the mid-suture mesenchyme has a latent ability to contribute to the osteogenic lineage.

### Cell type conservation between zebrafish and mouse sutures

Whereas zebrafish, mice, and humans share genetic requirements for cranial suture formation^13^, the similarities of suture-related cell types across vertebrates was unclear. To address this, we compared cell clusters in our zebrafish skull datasets to those identified from the late embryonic mouse coronal and frontal sutures^5,17^. Mapping of homologs of genes enriched from each mouse cell type onto our zebrafish dataset revealed a number of cell types in common (Fig. 1G, H). The meninges have been implicated in cranial suture patency and regeneration^23–26^ and are composed of at least three layers: the pia mater found closest to the brain, the arachnoid mater, and the dura mater that underlies the calvarium. Homologous genes for the periosteal dura cluster MG2 from the mouse coronal suture dataset showed enriched expression in zebrafish cluster periosteal dura, and homolog expression for mouse dura mater cluster MG3 and arachnoid mater cluster MG4 was enriched in zebrafish cluster meningeal-other (Fig. 1G). The zebrafish cluster meningeal-other also shared gene expression with the meningeal cluster DM from the mouse frontal suture dataset (Fig. 1H). In situ RNA hybridization for the meninges-other enriched marker *zic3*, and the periosteal dura marker *foxc1b* with the pan-meninges marker *crhbp*, identified double-positive cells concentrated beneath calvarial bones in adult zebrafish (Supplementary Fig. 3A, B). For the ectocranium, homologs of mouse EC1-3 markers (*chl1a*, *tek*, *nefl*) were co-enriched in the *pah*+ zebrafish dermal fibroblast cluster 14, and markers for frontal suture cluster FS1 were apparent more broadly within *prrx1a*+ mesenchyme (Supplementary Fig. 4A, B). 

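Cluster 15 of the connective cells rebuilt here was named dermal fibroblast by *pah* and its pathway, and held 169 cells over the 4 libraries, with 903600 UMIs. In it, *chl1a* had 126 CPM (exact Poisson 95% interval 104 to 152, counting error only) and *tek* had 11.1 (5.31 to 20.4). The other dermal fibroblast cluster, of 407 cells, had 0 UMIs of *chl1a* in 1592212, which allows up to 1.88 CPM, and 1 UMI of *tek*. Among MSM-like cells neither *chl1a* nor *tek* was detected, which allows up to 4.73 CPM. Immune cells, taken as the level of free RNA, had 5.43 CPM of *chl1a* and 1.19 of *tek*. Both genes were among the features used for clustering.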

Frontal suture cluster FS2 showed homology to the zebrafish vascular smooth muscle cell cluster 12. Coronal suture ectocranium layer EC4 and ligament layer LIG, and frontal suture hypodermis cluster HD, were not clearly homologous to any clusters in our zebrafish dataset (Supplementary Fig. 4A, B).

For the osteoblast lineage, mouse osteoprogenitor cluster OG1 from the coronal suture dataset, as well as FS3 from the frontal suture dataset, share gene expression in common within zebrafish clusters mid-suture mesenchyme (MSM) and osteogenic mesenchyme (OM) (Fig. 1G, H). We also identified a zebrafish pre-osteoblast cluster with similarity to mouse pre-osteoblast clusters OG2 and OG3, and two zebrafish clusters with similarity to coronal suture osteoblast cluster OG4 and frontal suture osteoblast cluster OB, which we term early osteoblast and late osteoblast based on differential expression of mature osteoblast markers such as *bglap and bglapl* (Fig. 1G, H). 

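In the subset, *pcna*, which was left out of the clustering features, was detected in each of the 7 named types. It had 59.9 CPM in MSM-like cells (exact 95% interval 42.4 to 82.2), 47.7 in OM-like cells (34.1 to 64.9), 27.5 in Ps-like cells (19.8 to 37.2), 25.9 in POb-like cells (11.9 to 49.2) and 26.3 in LOb-like cells (18.8 to 35.8). MnPD-like and MnO-like cells had 29.0 and 30.2. Immune cells had 283 CPM of *pcna*, 23.4% of them with at least 1 UMI at a median of 2381.5 UMIs per cell, so every type of the subset lay below them. Since immune cells express *pcna*, they give no level of free RNA for it, and the levels in the types are not shown to lie above that. MSM-like cells had the most *pcna* of the types in 3 of 4 libraries, but against OM-like and Ps-like cells the difference did not pass (log2 fold change 0.79, standard error 0.29, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).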

Markers for the proliferative osteogenic cell populations PO1 and PO2, as well as proliferative cluster FS4, were not enriched within any zebrafish cluster; instead, we note broad expression of the proliferative marker *pcna* across clusters, including pre-osteoblasts and osteoblasts (Supplementary Fig. 2F). Additionally, markers for frontal suture cluster FS5, predicted to be an artifact of dissociation, were not enriched within any zebrafish cluster. These data indicate conservation of many meningeal and osteogenic cell types between zebrafish and mouse calvaria.

### Signaling interactions across suture cell types

To interrogate the transcriptional programs enriched within each cell type, we performed GO analysis using the significantly enriched genes for each cluster in our dataset (Supplementary Fig. 5A). OM and osteoblast populations were enriched for terms associated with the skeletal system, cellular respiration, and extracellular matrix organization. MSM displayed enrichment in blood vessel morphogenesis and regulation of BMP signaling pathway, and meninges displayed enrichment for BMP, Wnt, and retinoic acid signaling pathways. Periosteal dura is enriched for cartilage development, consistent with the expression of cartilage-associated markers in its homologous population in the mouse coronal suture^5^. We next performed CellChat analysis^27^ to assess potential signaling interactions between cell types. Whereas OM and cartilage-related periosteal dura were predicted to have largely incoming signaling, MSM and late osteoblasts have largely outgoing signaling (Supplementary Fig. 5B). Moreover, interaction mapping suggests the strongest predictive interactions arise from both MSM and late osteoblasts toward periosteal dura and OM (Supplementary Fig. 5C, Supplementary Data 4). These data suggest that signaling from MSM, and likely also negative feedback from differentiated osteoblasts, regulates OM and periosteal dura populations.

### Shared gene expression between bone front cells and suture mesenchyme

As the developmental origin and composition of the mesenchyme that supports calvarial expansion prior to suture formation is poorly understood, we first sought to discern the spatial architecture of mesenchyme associated with the growing skull bones. Labeling of the neural crest cells that give rise to the anterior portion of the frontal bone, either by blastula-stage transplantation of GFP+ neural crest precursors or mosaic *Sox10*:Cre-mediated neural crest-specific DNA recombination of a fluorescent reporter, revealed a layer of mesenchyme cells ahead of *RUNX2*:GFP+ pre-osteoblasts and Alizarin Red-stained bone at juvenile stages (10 mm SL) (Fig. 2A, B). In order to examine whether the mesenchyme ahead of the osteoblast layer corresponds to the putative mesenchyme clusters identified in our single-cell datasets, we examined expression of genes enriched in the OM and MSM clusters (Fig. 2C). We focused on *six2a* and the ETS factor *fli1a*, as we had previously found *Six2* and the related ETS factor *Erg* to be markers of osteoblast progenitors at the mouse embryonic coronal suture^5^ (Fig. 1F, G). In situ mRNA hybridization confirmed *six2a* expression in the mesenchyme layer ahead of the growing juvenile frontal bone, and at both bone tips and mid-suture regions of the coronal suture at adult stages (Fig. 2D, E). Similar patterns of *fli1a* expression were seen with a *fli1a*:GFP reporter, in combination with Calcein Blue staining of bone or a *sp7*:mCherry osteoblast reporter (Fig. 2F–I). Although additional lineage tracing experiments will be required, these results suggest that suture mesenchyme arises, at least in part, from mesenchyme at the leading edges of the growing calvarial bones prior to suture establishment.

**Fig. 2:**
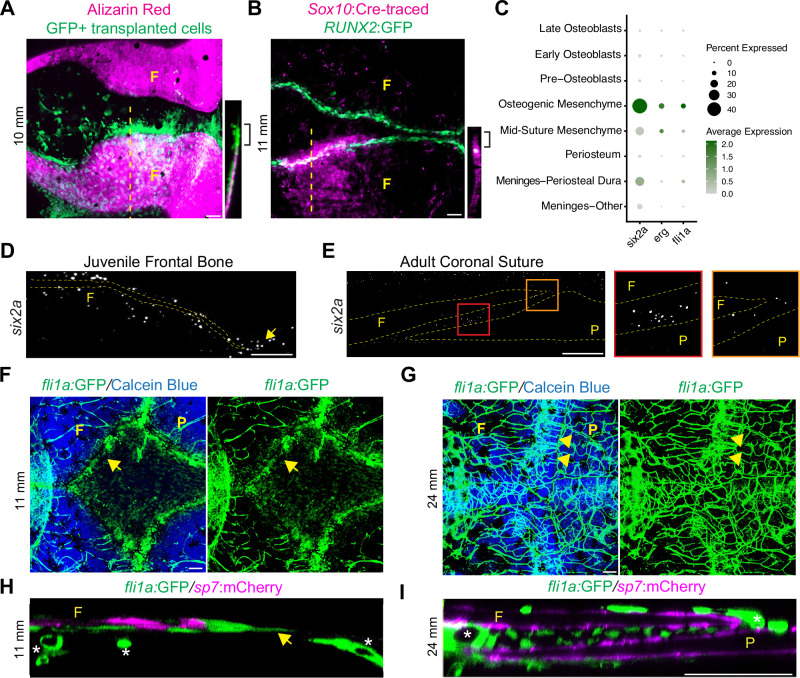
Conserved features of juvenile bone front and adult suture mesenchyme. **A** Confocal image of juvenile frontal bones (Alizarin Red+) from animals receiving GFP+ neural crest precursor transplants. Dotted line indicates region for adjacent orthogonal projection. Brackets denote mesenchyme ahead of the growing frontal (F) bone. *N* = 3. **B** Confocal image of juvenile frontal bones. Mosaic recombination within *Sox10*:Cre; *actab2*:loxP-BFP-STOP-loxP-dsRed fish labels a neural crest clone in magenta, and *RUNX2*:GFP labels nascent osteoblasts. Dotted line indicates region for adjacent orthogonal projection. Brackets denote mesenchyme ahead of the bone front. *N* = 5. **C** Dot plot of mesenchyme-enriched genes. **D**, **E** In situ hybridization for *six2a* in the juvenile frontal bone and adult coronal suture. Dotted lines outline the frontal (F) and parietal (P) bones. Arrow marks the tip of the growing frontal bone. Orange boxed inset shows expression of *six2a* at suture edges and red boxed inset shows *six2a* expression in mid-suture region. In situs were performed in biological triplicate. **F**, **G** Confocal images show *fli1a*:GFP+ mesenchyme relative to Calcein Blue+ calvarial bones at juvenile and adult stages. Arrow denotes *fli1a*:GFP+ cells ahead of the growing frontal bone, and arrowheads suture mesenchyme expression. Note extensive labeling of vasculature by *fli1a*:GFP. *N* = 5 each stage. **H**, **I** Orthogonal sections of confocal images show *fli1a*:GFP+ cells at the juvenile frontal bone tip (H, arrow) and adult suture relative to *sp7*:mCherry+ osteoblasts. Asterisks mark *fli1a*:GFP+ endothelial cells. *N* = 3 each stage. Scalebars: 50 μM (**A**, **B**), 100 μM (**D**–**I**).

### Osteoblast addition is largely restricted to suture edges

Establishment of sutures coincides with a transition from rapid growth of the embryonic calvarial bones to more limited growth that expands the skull while preventing inappropriate bony fusions^28^. To understand this transition, we first characterized the trajectory of osteoblast differentiation in the zebrafish calvaria. 

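The values of *mmp13b*, *spp1*, *runx2b*, *ifitm5* and *bglapl* describe the clusters and are no test of them, since these genes named them. In the 75 POb-like cells, *mmp13b* had 8636 CPM and *spp1* had 35341, against 74.2 and 5247 in the 289 LOb-like cells. In the same order, *ifitm5* had 179 and 1695 CPM, and *bglapl* 205 and 9984. Of *sp7* there were 14.4 CPM in POb-like cells (exact 95% interval 4.68 to 33.6) and 49.9 in LOb-like cells (39.3 to 62.4). *runx2b* did not differ beyond counting error, with 66.3 (42.0 to 99.5) and 56.5 (45.2 to 69.7). The osteocalcin gene *bglap*, which was held out of the clustering, had 694 CPM in POb-like and 12492 in LOb-like cells. Its log2 fold change was -5.05 in the 2 libraries with enough cells of both types, lower in POb-like cells in both (adjusted p = 0.0556 over all genes and 0.00189 over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all genes it passed in 9 of 11 alternatives, such as library totals (adjusted p = 0.0291 from the same test), and not with DESeq2 or without the replicate block, at log2 fold changes from -6.80 to -3.53. Immune cells had 4.05 CPM of *bglap*. *col2a1a* was among the genes that lead 1 of the LOb-like sub-clusters.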

Using known marker genes as a guide, we identified clusters corresponding to presumptive pre-osteoblasts (*mmp9*+, *mmp13b*+, *spp1*+, *runx2b*+), early osteoblasts (*spp1*+, *ifitm5*+, *sp7*+, *bglapl*-), and late osteoblasts (*spp1*+, *ifitm5*+, *sp7*+, *bglapl*+) (Fig. 1E, Supplementary Fig. 6). Although *Mmp9* has not been described as a marker for pre-osteoblasts during mouse intramembranous ossification, *mmp9* has been shown to mark pre-osteoblasts during regeneration of intramembranous bone in the zebrafish fin^29^. In addition, *Mmp9* has been shown to have redundant functions with *Mmp13* in mouse long bone development^30^, with *Mmp13* also marking pre-osteoblasts in the mouse coronal suture^5^. 

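Over the 4463 cells of the subset, 184 had a UMI of *mmp9*, 125 had a UMI of *mmp13b* and 50 had both. If the 2 genes fell independently on the cells of the pooled libraries, 5.15 would be expected. By library, cells with both numbered 29 against 3.80 expected in juvenile replicate 1, 4 against 0.609 in juvenile replicate 2, 0 against 0.042 in adult replicate 1 and 17 against 1.17 in adult replicate 2. Over the pooled libraries the excess was 9.7 times, and 14.8 times in the 3696 cells that could be thinned to 1000 UMIs each. Within libraries it was 7.63 times in juvenile replicate 1, 6.57 in juvenile replicate 2 and 14.6 in adult replicate 2. In thinned cells these were 11.7, 10.0 and 17.9 times. Of the 50 cells, 45 were POb-like. Within the 75 POb-like cells, where *mmp13b* is 1 of the naming genes, 45 cells with both compare with 38.0 expected over the pooled libraries. By library, 28 compare with 25.1 in juvenile replicate 1, 3 with 2.40 in juvenile replicate 2 and 14 with 11.5 in adult replicate 2.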

Here we show that *mmp9* and *mmp13b* are co-expressed in pre-osteoblasts of the zebrafish calvarium. To interrogate gene expression dynamics along osteogenic differentiation, we performed Monocle3 analysis. We used OM as the root based on its shared gene expression program with osteoprogenitors from mouse and zebrafish scRNA-seq datasets^5,20^, and the transcriptional flow from OM to committed osteoblast identities in our RNA velocity analysis. Consistent with RNA velocity analysis (Fig. 1F), pseudotime analysis using Monocle3 predicts a trajectory from the *six2a* + OM cluster to *mmp9*+, *spp1*+ pre-osteoblasts; *spp1*+, *ifitm5*+ early osteoblasts; and *bglap1*+ late osteoblasts (Fig. 3A-C). This suite of markers is shared between juvenile and adult stages, suggesting similar trajectories of osteoblast differentiation (Fig. 3D).

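Monocle3 was not run here. Diffusion pseudotime was computed on the 276 OM-like, 75 POb-like and 289 LOb-like cells, rooted in OM-like cells as in the paper and without the 5 markers whose order it reports. The counts were not integrated over the libraries for it, whereas the paper ran Monocle3 on its integrated cells. Differences between the libraries can therefore enter the order of pooled cells. The median position along the trajectory, in percent of the cells, was 21.8 for OM-like, 64.7 for POb-like and 72.5 for LOb-like cells. The order of POb-like and LOb-like cells was not stable, with 66.2 and 81.5 in juvenile cells, 82.6 and 67.0 in adult cells, 70.9 and 68.2 in juvenile replicate 1 alone, and 47.4 and 70.4 in adult replicate 2 alone, which holds all the adult POb-like cells. Along the first principal component of all the cells OM-like and POb-like cells were level (33.8 and 34.4). With the cells divided into 5 equal parts along pseudotime, *six2a* was highest in part 1, *mmp9* in part 3, *bglapl* in part 3, *ifitm5* in part 4 and *spp1* in part 5. Of the 4 steps in the order *six2a*, *mmp9*, *spp1*, *ifitm5*, *bglapl*, these peaks follow 2. The step from *six2a* to *mmp9* is favoured in advance, since the root lies in OM-like cells, which *six2a* helps to name. The other step followed is that from *mmp9* to *spp1*. *six2a* fell from 226 CPM in part 1 to 3.63 in part 5. *mmp9* rose from 52.4 in part 1 to 655 in part 3 and was 154 in part 5. *bglapl* was at 9411 in part 3 and 5231 in part 5. The first principal component of the same cells also gave 2 of 4 steps. With the mean position of each marker in place of its peak, a measure added after the peaks were seen, the count was again 2.

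**Figure D2:**
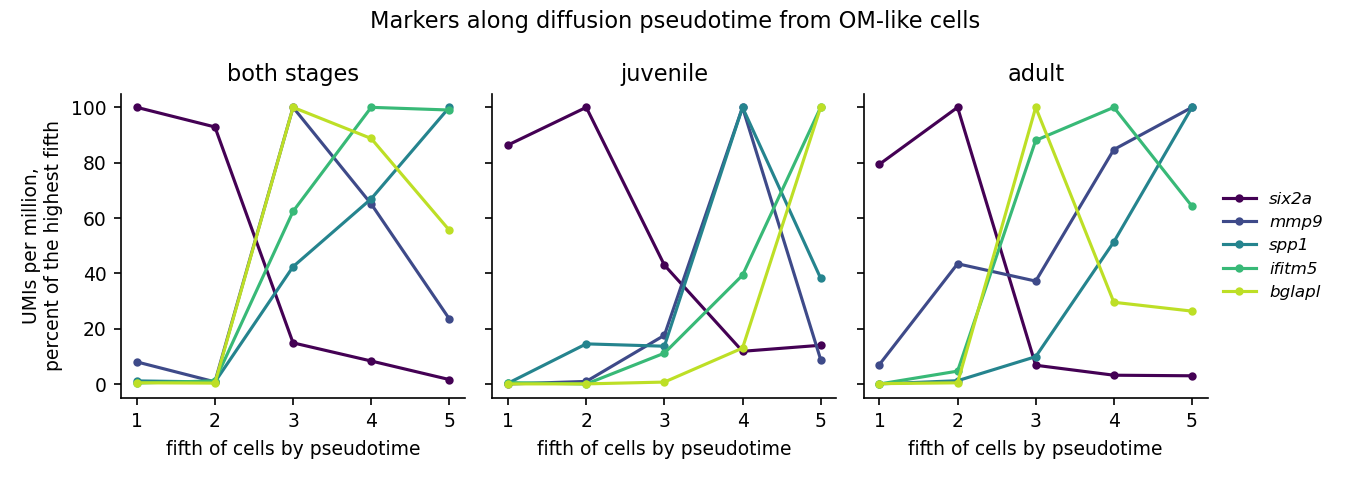
CPM of 5 markers, as a percentage of each marker's highest part, in 5 equal parts of the OM-like, POb-like and LOb-like cells ordered by diffusion pseudotime, for all cells and for each stage. *six2a* is highest in part 1 or 2 in every panel, and *bglapl* is highest in part 5 in the juvenile cells and in part 3 in the adult cells.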

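Computed on each stage alone, the order of the peaks along pseudotime followed 2 of the 4 steps in 260 juvenile cells and 1 of 4 in 380 adult cells. On single libraries it followed 3 of 4 steps in juvenile replicate 1 and 2 of 4 in adult replicate 2. In adult replicate 1, which has no POb-like cells, it also followed 2 of 4. In the juvenile cells *six2a* was highest in part 2, *mmp9* and *spp1* in part 4, and *ifitm5* and *bglapl* in part 5, so the steps missed are ties and none is reversed. By the mean position, the measure added later, the juvenile cells followed 4 of 4 steps and the adult cells 2 of 4. In the adult cells *six2a* was highest in part 2, *bglapl* in part 3, *ifitm5* in part 4, and *mmp9* and *spp1* in part 5. The 1 step that these adult peaks follow is that from *six2a* to *mmp9*, which the root in OM-like cells favours.

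Each of *mmp9*, *spp1*, *ifitm5* and *bglapl* was detected in the osteoblast lineage at both stages, though juvenile replicate 2, with 14 such cells after the *sp7:GFP* gate, held 0 UMIs of *ifitm5* and *bglapl* in 47769. No gene of 3039 tested passed between the stages in the osteoblast lineage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 310 had an unadjusted p under 0.05 and DESeq2 called 20. Of the 9 markers listed for this comparison, 0 passed over all genes and 0 when adjusted over the list alone. Leaving out juvenile replicate 1 gave 29 calls, *ifitm5* and *bglapl* among them, and leaving out adult replicate 2 gave 36, *mmp13b* among them, while leaving out either other library gave 0. *mmp9* was lower in both adult libraries than in both juvenile ones (log2 fold change -1.93, standard error 0.92, adjusted p = 0.549 from edgeR's quasi-likelihood test), but the 2 types are mixed differently in the lineage of each library. POb-like cells, which have most of the *mmp9* and *mmp13b*, were 37 of 119 and 5 of 14 cells in the juvenile libraries and 0 of 66 and 33 of 165 in the adult libraries, so a change within a type cannot be told from this mix. *spp1* had no order between the stages (1.19, standard error 1.45, adjusted p = 0.866 from the same test). Without adult replicate 2 the log2 fold change of *spp1* was -1.82. In simulated data of this design, the test recovered 30.2% of the changed genes over the 2554 genes tested there. Of the largest simulated changes it recovered 64.7%, so large changes could be missed as well as moderate ones.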

**Fig. 3:**
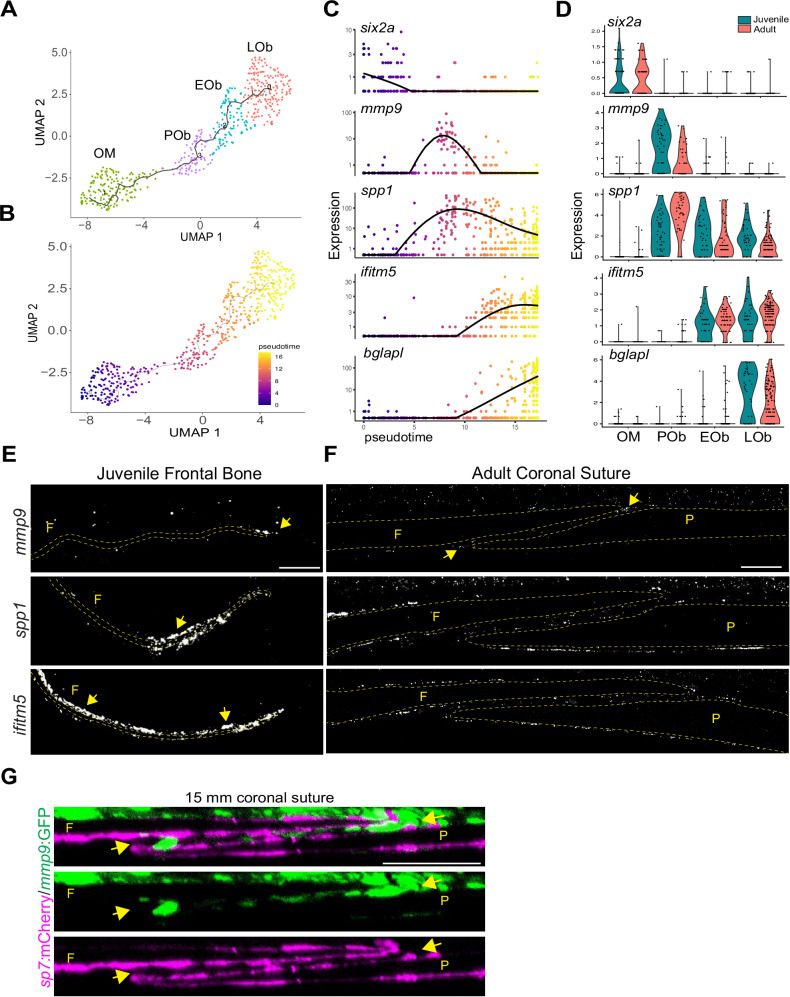
scRNA-seq resolves osteoblast trajectories in the skull. **A** Lineage analysis and (**B**) pseudotime analysis of reclustered osteogenic subset using Monocle 3. The black lines in (**A**) represent the lineage relationship between cells along the trajectory. In (**B**), cells at the beginning of the trajectory are darkest (purple) and more mature cells are progressively lighter (orange and yellow). **C** Expression plots of select genes across pseudotime. **D** Violin plot split by age for osteogenic markers from Monocle analysis. **E**, **F** In situ analysis of juvenile frontal (F) bone and adult coronal sutures for *mmp9*, *spp1*, and *ifitm5*. Dotted lines outline the frontal and parietal (P) bones. Arrows mark enriched signal at bone tip and suture edges (*mmp9*) or along bone surfaces (*spp1*, *ifitm5*). In situs were performed in biological triplicate. **G** Orthogonal section of adult coronal suture labeled by *mmp9*:GFP and *sp7*:mCherry. Arrows mark edges of the coronal suture. *N* = 2. Model of osteogenic cell types at bone fronts and cranial sutures. Scalebars: 100 μM.

To discern the spatial architecture of osteogenic cell types, we used a combination of transgenic labeling and mRNA in situ hybridization. In particular, we made use of the finding that *mmp9* expression is highly specific for the pre-osteoblast cluster, with little to no expression in differentiated osteoblasts (Fig. 3C, D). 

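*mmp9*, which was held out of the clustering, had 2193 CPM in POb-like cells (exact 95% interval 2040 to 2354) and 38.7 in LOb-like cells (29.5 to 50.0). In the 2 libraries with at least 10 cells of both types, juvenile replicate 1 and adult replicate 2, its log2 fold change was 5.38, higher in POb-like cells in both (standard error 0.24, adjusted p = 0.0134 over 2028 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the library as a block the log2 fold change was 5.41 and the adjusted p 0.119. A UMI of *mmp9* was found in 66.7% of POb-like cells at a median of 3828 UMIs per cell, and in 6.92% of LOb-like cells at a median of 4490. Immune cells had 176 CPM of *mmp9* and 9.20% of them had a UMI at a median of 2381.5 UMIs per cell, so they give no level of free RNA for this gene, and the share in LOb-like cells lies below theirs. The level by library was 3279 CPM in POb-like cells of juvenile replicate 1 and 1040 in those of adult replicate 2. Adult replicate 1 had no POb-like cells.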

Prior to suture formation *mmp9* expression was highly localized to the growing tip of the frontal bone, and after suture formation remained at the tips of the frontal and parietal bones and was generally excluded from the mid-suture region (Fig. 3E, F). We confirmed localized expression of *mmp9* to suture edges using an *mmp9*:GFP transgenic line that has been shown to mark osteoblast progenitors in the regenerating fin^29^ (Fig. 3G). In contrast, expression of osteoblast markers *spp1*, *ifitm5*, and *sp7*:mCherry was observed more broadly along bone surfaces at juvenile and adult stages, including in osteoblasts lining bone surfaces within sutures (Fig. 3E–G). These findings suggest that bone formation is largely restricted to growing bone tips and adult suture edges in zebrafish.

To confirm that osteoblasts are preferentially generated at suture edges, we used a recently created osteoblast-enriched nlsEOS reporter identified while screening for knock-in lines at the *angptl1b* locus. Co-localization with previously characterized *sp7:*mCherry and *RUNX2:*GFP transgenic lines confirmed osteoblast enrichment of the *osteoblast*:nlsEOS line, though expression was also seen in the skin, chondrocytes, and other tissues outside the skull (Fig. 4A, Supplementary Fig. 7A–C). Exposure to UV light converts the green nlsEOS fluorescent protein to red (schematized in Fig. 4B, E). Following conversion of *osteoblast:*nlsEOS to red fluorescence at juvenile bone front stages, new (i.e. unconverted green) osteoblasts appeared at bone fronts within 24 hours (Fig. 4C, D). Previously converted (i.e. red) osteoblasts also continued to produce new unconverted (i.e. green) nlsEOS, seen as white in the merged channel, with digital subtraction of the red from green channel highlighting the preferential localization of new osteoblasts at the bone front. At adult stages, photoconversion of *osteoblast*:nlsEOS followed by a 7-day chase revealed enrichment of new osteoblasts at the edges of the sagittal suture (Fig. 4F, G). These results confirm our marker analysis and previous reports in mice^31^ that osteoblast differentiation occurs primarily at the growing bone fronts and then at the edges of the suture.

**Fig. 4:**
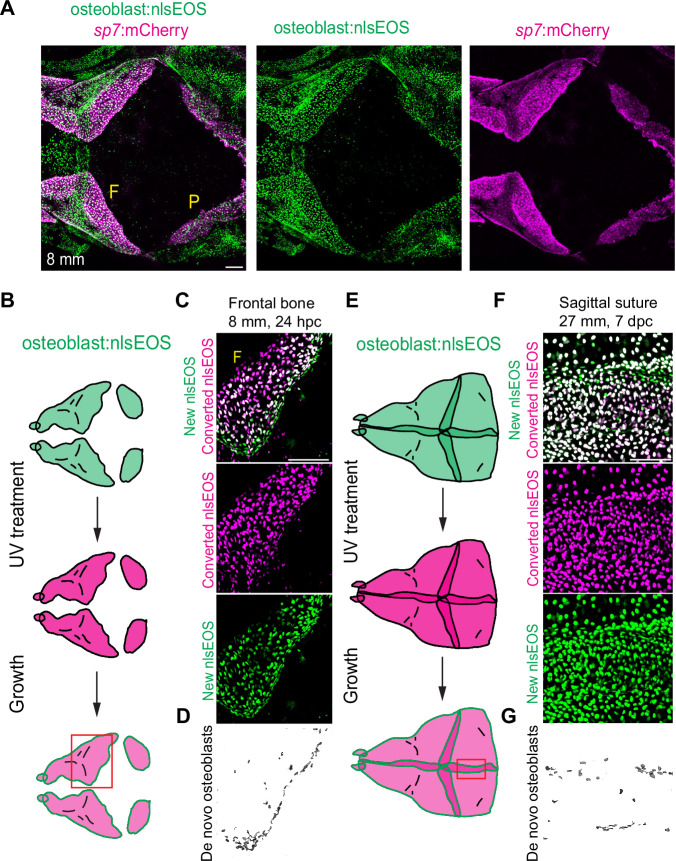
Spatially restricted osteogenesis at bone fronts and suture edges. **A** Confocal image of juvenile skull (dorsal view) showing *osteoblast*:nlsEOS relative to the osteoblast marker *sp7*:mCherry in the frontal (F) and parietal (P) bones. *N* = 6. **B** Schematic of treatment scheme for juvenile calvaria. Red box indicates area imaged in the next panels. **C**, **D** Confocal images of *osteoblast*:nlsEOS+ frontal bone 24 h post-conversion (hpc) showing merged and individual channels, and extracted de novo osteoblasts (green only). *N* = 3. **E** Schematic of treatment scheme for adult calvaria. Red box indicates area imaged in the next panels. **F**, **G** Confocal images of *osteoblast*:nlsEOS+ sagittal suture 7 days post-conversion (dpc) showing merged and individual channels, and extracted de novo osteoblasts (green only). Scalebars: 100 μM (A), 50 μM (**C**, **F**).

### Localization of a largely non-osteogenic mesenchyme subtype to the mid-suture region

Whereas in mouse we had identified a single *Erg*+; *Six2*+ population containing cells with osteoprogenitor properties (OG1), the analogous *six2a*+; *erg*+ population from our zebrafish dataset resolved into two distinct clusters, OM and MSM (Fig. 2C, E). 

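In the libraries, *six2a* had 204 CPM in OM-like cells, of which it is a naming gene, 77.2 in MSM-like cells and 194 in MnPD-like cells. *erg*, held out of the clustering, had 38.1 CPM in OM-like cells (exact 95% interval 26.1 to 53.8) and 33.1 in MSM-like cells (20.5 to 50.6), against 7.21 in Ps-like cells and 3.56 in immune cells. It was highest in MSM-like cells in both juvenile libraries, with 58.6 and 66.8 CPM, and in OM-like cells in both adult libraries, with 12.0 and 46.6. In adult replicate 1 the level of *erg* in immune cells was 12.3, so there neither type lay above it. Against the rest of the subset, *erg* was higher in MSM-like cells with a log2 fold change of 1.90, in 4 of 4 libraries (standard error 0.47, adjusted p = 0.0287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). OM-like against all other mesenchyme, *erg* had too few UMIs for the filter of the test. Without that filter its log2 fold change was 1.31 (adjusted p = 0.152 from the same test).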

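*fli1a* was held out of the clustering, whereas *hyal4* is a naming gene of the OM-like cells. *fli1a* had 35.8 CPM in OM-like cells (exact 95% interval 24.1 to 51.0) and 12.9 in the other mesenchyme, meaning the other named types (9.15 to 17.7), with 4.84 in immune cells. It was higher in OM-like cells in 3 of 4 libraries. Of the single types, MSM-like cells had the most *fli1a* in juvenile replicate 1 (45.6 CPM) and adult replicate 1 (25.5), and OM-like cells in the other libraries (105 and 31.0). In adult replicate 1, OM-like cells had 1 UMI of *fli1a* (4.00 CPM) and the other mesenchyme had 20.9 CPM. *fli1a* and *erg*, the genes listed for this comparison, had too few UMIs for the filter of edgeR's quasi-likelihood test, so 0 of them passed over the 2917 genes tested, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 the same test had 461 genes. DESeq2 was run on the same filtered genes and so did not test the 2 either. Without the filter, the log2 fold change of *fli1a* was 1.09 (adjusted p = 0.403 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both genes passed when adjusted over the list alone. Without adult replicate 1 both genes came into the test, *fli1a* with a log2 fold change of 2.09 (adjusted p = 0.106 from the same test), and both passed when adjusted over the list alone. *hyal4* had 427 CPM in OM-like cells and 49.7 in the other mesenchyme. The order was the opposite in adult replicate 1, where OM-like cells had 32.0 and the other mesenchyme 44.4.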

The OM cluster is enriched for the ETS factor *fli1a* and *hyal4*, which we previously showed broadly label osteochondral progenitors of the neural crest lineage^20^ (Fig. 5A). In contrast, while sharing expression of multiple genes (e.g. *col5a2*, *col12a1a*, *tnmd*, *ogna*, *postnb*) with the periosteum cluster, MSM differs from OM and periosteum clusters by expression of several BMP antagonists (*grem1a*, *nog2*, *nog3*, *bambia*, *fstl3*), the Tgfb antagonist *tgfbi*, and members of the Angiopoeitin-like (Angptl) family (*angptl1a*, *angptl1b*, *angptl2b, angptl5*) that have been implicated in regulation of blood vessel development^18,32^ (Fig. 5A**;** Supplementary Fig. 8A). Moreover, several of these genes (e.g. *angptl1b*, *grem1a*, *nog2*, *nog3*, *angptl5*, *bambia*) are selectively expressed in MSM cells at adult suture versus juvenile bone front stages (Fig. 5B, Supplementary Fig. 8B). 

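The BMP antagonists *grem1a*, *nog2*, *nog3*, *bambia* and *fstl3*, with *angptl5*, *tnmd*, *col12a1a*, *col5a2a* and *col5a2b*, were held out of the clustering, and MSM-like cells were tested against OM-like and Ps-like cells with the library as a block. Of the 9 genes with enough UMIs, 1 passed over the 2270 genes tested, and 7 passed when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper chose these genes on the same libraries, so the count over the list alone is not independent evidence. The gene that passed was *tnmd*, higher in MSM-like cells in 4 of 4 libraries with a log2 fold change of 2.00 (standard error 0.22, adjusted p = 0.00642 from the same test). Of the planned settings, DESeq2 and a finer clustering of the subset moved the count over all genes most, to 5 each.

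*grem1a* had 153 CPM in MSM-like cells and 51.6 in OM-like and Ps-like cells (log2 fold change 1.62, standard error 0.39, adjusted p = 0.0816 over all genes and 0.00476 over the list alone from edgeR's quasi-likelihood test). It was higher in 3 of 4 libraries and had 0 UMIs in both groups of juvenile replicate 2. A UMI of *grem1a* was found in 20.6% of MSM-like cells at a median of 3089.5 UMIs per cell and in 7.37% of OM-like and Ps-like cells at a median of 2341, against 0.268% of immune cells at a median of 2381.5. Though not listed for that comparison, *grem1a* was also higher in POb-like than in LOb-like cells of 2 libraries (log2 fold change 3.37, standard error 0.41, adjusted p = 0.0408 over 2028 genes from edgeR's quasi-likelihood test). POb-like cells were not tested against MSM-like cells alone. *nog2* (0.99) and *fstl3* (0.71) were higher in MSM-like cells in 4 of 4 libraries with adjusted p of 0.148 and 0.143 over all genes. *nog3* had a log2 fold change of 0.94, higher in 3 of 4 libraries (adjusted p = 0.457), and *bambia* one of 0.28, also higher in 3 of 4 (adjusted p = 0.787), from the same test. *angptl5* was higher in 4 of 4 libraries (1.28, standard error 0.31, adjusted p = 0.0726), and *col12a1a* (1.02) and *col5a2a* (0.75) were too. For these collagens the OM-like cells lower the comparison, since *col12a1a* had 937 CPM in MSM-like, 668 in Ps-like and 120 in OM-like cells and *col5a2a* had 772, 608 and 139. With the stricter limit on *prrx1a*, where MSM-like cells met Ps-like cells alone, the log2 fold change of *col12a1a* was -0.015, so an excess over Ps-like cells is not shown. In immune cells these genes had between 0.494 (*nog3*) and 24.2 (*fstl3*) CPM. Against the whole rest of the subset, *grem1a*, *nog2*, *nog3*, *fstl3* and *angptl5* passed over the 6212 genes tested, with log2 fold changes of 1.95, 1.95, 1.88, 1.00 and 1.26.

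The naming genes are given as values only. *tgfbi* had 356 CPM in MSM-like cells and 92.2 in OM-like and Ps-like cells, *angptl1a* 1076 and 440, *angptl1b* 194 and 36.8, and *angptl2b* 150 and 41.9.

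**Figure D3:**
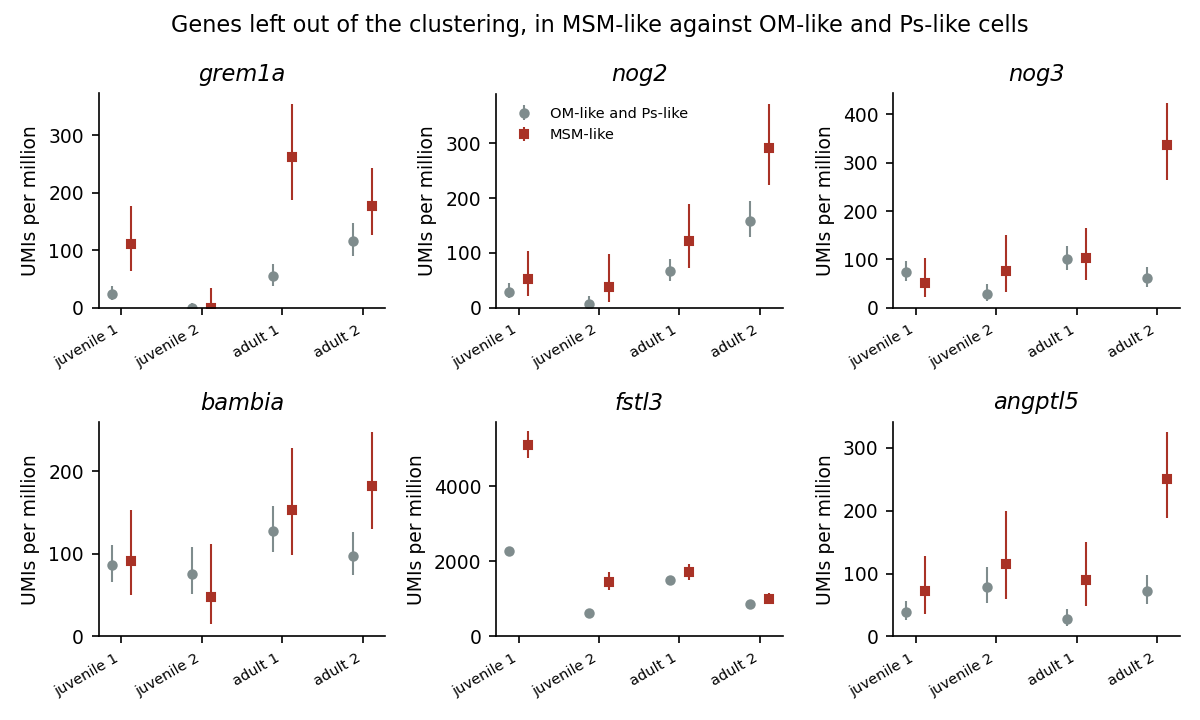
CPM of 6 held-out genes by library in MSM-like cells (squares) and in OM-like and Ps-like cells (circles), with exact 95% intervals as bars. *nog2*, *fstl3* and *angptl5* are higher in MSM-like cells in each library, whereas *nog3* is lower in them in juvenile replicate 1 and *bambia* in juvenile replicate 2.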

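Between the stages, MSM-like cells were summed into 46 and 35 cells of the juvenile replicates (153516 and 104783 UMIs) and 42 and 71 cells of the adult replicates (156767 and 219751 UMIs). Of 1313 genes tested, 23 were higher and 23 lower in adult cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 46 had both adult libraries on the same side of both juvenile ones, which 50.7% of the genes tested had and 33.3% would have by chance. Without adult replicate 1 the count was 0, and without adult replicate 2 it was 23.

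Of the 6 genes named by the paper, 1 passed over all genes and 2 passed when adjusted over the list alone. *angptl1b* passed, with 19.5 and 47.7 CPM in the juvenile replicates and 211 and 373 in the adult replicates (log2 fold change 3.19, standard error 0.67, adjusted p = 0.0348 from the same test). Without juvenile replicate 1, adult replicate 1 or adult replicate 2 its adjusted p was 0.127, 0.106 and 0.0881, at a log2 fold change of 2.61, 3.66 and 2.69. *angptl1b* is also 1 of the genes that name the MSM-like cells, so juvenile cells with little *angptl1b* are less readily named MSM-like. Without juvenile replicate 1, *grem1a* passed instead (adjusted p = 0.00212 from edgeR's quasi-likelihood test), since juvenile replicate 2 holds 0 UMIs of it. *nog2* had 52.1 and 38.2 CPM in the juvenile and 121 and 291 in the adult replicates (2.20, standard error 0.65, adjusted p = 0.104). *grem1a* had 111 and 0, then 262 and 177 (1.90, adjusted p = 0.311), where 0 UMIs in juvenile replicate 2 allow up to 28.6 CPM. *nog3* (1.82, adjusted p = 0.197) and *bambia* (1.27, adjusted p = 0.268) were higher in both adult libraries, again by edgeR's quasi-likelihood test. *angptl5* had no order between the stages, with 71.7 and 115 CPM in the juvenile and 89.3 and 250 in the adult replicates (0.92, adjusted p = 0.511 from the same test), and its log2 fold change was -0.034 without adult replicate 2.

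In the 5 named mesenchyme types of the subset together (676 juvenile and 690 adult cells, without the unnamed ones), 31 genes were higher and 91 lower in adult cells of 6410 tested. Without adult replicate 1 there were 193 higher and 185 lower, and without adult replicate 2 235 and 344, so the excess of lower genes is not stable. Of the 122 genes, 98 were also tested in immune cells of the same libraries, and 90 of them changed in the same direction there. Of the 6 genes, 0 passed over all genes by edgeR's quasi-likelihood test, where 894 genes had an unadjusted p under 0.05 and DESeq2 called 2 of the 6, and 4 passed when adjusted over the list alone. Without juvenile replicate 1, adult replicate 1 or adult replicate 2, 2, 4 and 3 of the 6 passed over all genes. In immune cells *angptl1b* had 6 UMIs, all in the juvenile libraries. The 5 mesenchyme types were mixed differently in each library. MnO-like cells, for example, numbered 52 and 60 in the juvenile libraries and 9 and 56 in the adult libraries. A change within a type therefore cannot be told from this mix. In its discussion the paper proposes that MSM cells take on antagonists and Angptl genes as they pass from the bone fronts to the mid-suture region, and that they may have a regulatory function.

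**Figure D4:**
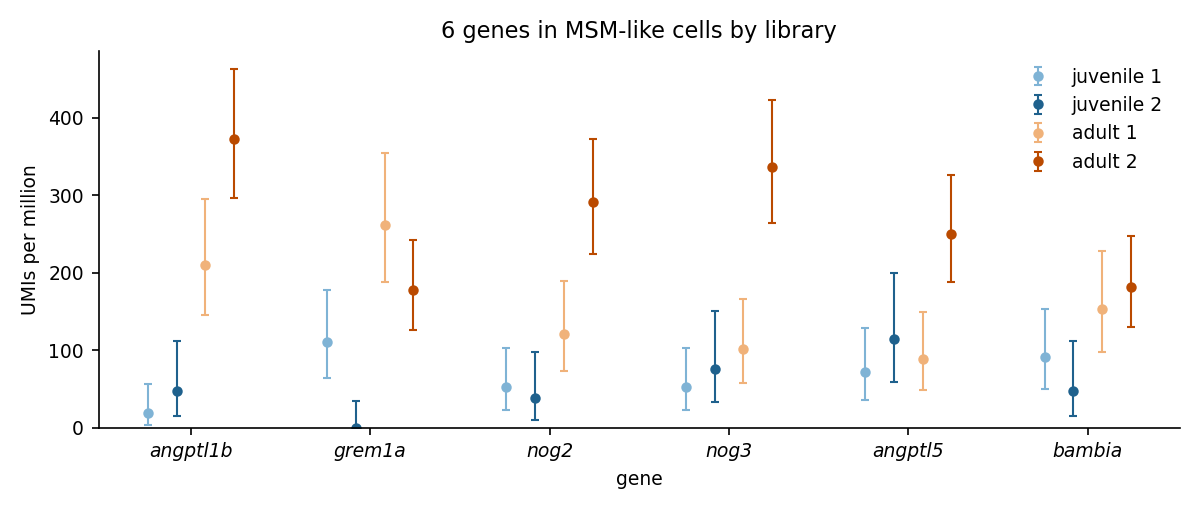
CPM of the 6 genes in MSM-like cells of each library, juvenile against adult. Points are single libraries and bars exact 95% intervals; *angptl1b*, *grem1a*, *nog2*, *nog3* and *bambia* are higher in both adult libraries than in both juvenile ones, and *angptl5* is not.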

In situ mRNA hybridization revealed that *ogna*, a gene in common between MSM and periosteum, was broadly expressed along the surfaces of the growing frontal bone at juvenile stages and the frontal and parietal bones at adult stages, as well as throughout coronal suture mesenchyme (Fig. 5C). In contrast, expression of MSM-specific genes *angptl1b*, *grem1a*, and *nog3* were confined to mid-suture regions at adult stages and largely absent from juvenile bone fronts, with the exception of weak *angptl1b* expression at juvenile bone tips (Fig. 5C). Multicolor in situ hybridization for *angptl1b* with *angptl2b* or *grem1a* confirmed co-expression of these markers within the mid-suture mesenchyme (Supplementary Fig. 8C, D). In contrast, *hyal4* and *fli1a*, markers of the OM population, were largely restricted to the edges of the adult coronal suture (Fig. 5D, E), although we detected some co-expression of *hyal4* with *angptl1b* (Supplementary Fig. 8E). These findings point to spatial segregation of distinct subtypes of *six2a*+ mesenchyme in the adult coronal suture to suture edges and mid-suture mesenchyme.

**Fig. 5:**
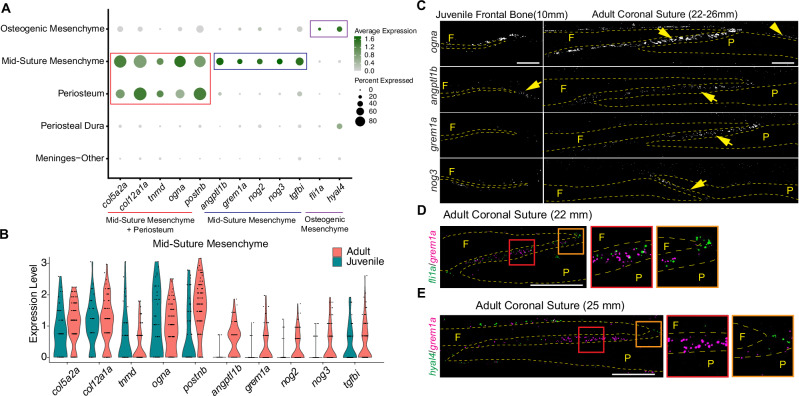
Establishment of distinct molecular signature for mid-suture mesenchyme. **A** Dot plot shows shared and cell type-specific markers for subsets of mesenchyme. **B** Violin plot split by age for genes expressed in regulatory mesenchyme. **C** In situ analysis of juvenile frontal bone and adult coronal suture. Dotted lines outline the frontal (F) and parietal (P) bones. Arrows mark bone front and suture mesenchyme, arrowheads the periosteum. **D**, **E** Double in situ analysis of adult coronal suture. Orange boxed insets show expression of *fli1a* and *hyal4*, but not *grem1a*, at suture edges, and red boxed insets show *grem1a* but not *fli1a* expression in mid-suture region. In situs were performed in biological triplicate. Scalebars: 100 μM.

To test whether an analogous MSM signature might exist in the mid-suture region in mouse, we assessed the distribution of mouse genes homologous to a set of the most restricted MSM genes in zebrafish (*Angptl2*, *Grem1*, *Nog*, *Tgfbi*), relative to a randomized gene set, across osteogenic subtypes from the E15/E17 coronal suture scRNAseq dataset^5^ (Supplementary Fig. 9A). The zebrafish MSM signature mapped most strongly to the mouse OG3 periosteum pre-osteoblast cluster (Supplementary Fig. 9B, C). We also observed significant mapping to the mouse OG1 osteoprogenitor cluster, suggesting that, as in zebrafish, a mouse MSM population might be embedded in a broader osteoprogenitor population and share a transcriptional signature with the periosteum. Combinatorial in situ analysis relative to *Sp7*+ osteoblasts revealed enriched co-expression of *Angptl2*, *Nog*, and *Tgfbi* within the mid-suture region of the mouse coronal suture at postnatal day 2, although some expression was also observed along the periosteum of the frontal and parietal bones (Supplementary Fig. 9D, E). These results suggest the presence of a conserved signature for MSM within the mid-suture region of the mouse coronal suture.

### grem1a+ mid-suture mesenchyme cells make minimal short-term contributions to osteoblasts

To test the contribution of MSM to new osteoblasts, we performed lineage tracing of these cells with a recently created *grem1a*:nlsEOS knock-in transgenic line. Consistent with expression of endogenous *grem1a* mRNA, *grem1a*:nlsEOS is absent from growing bone fronts and first visible in mid-suture mesenchyme across all sutures as calvarial bones meet (Fig. 6A). To test if nlsEOS can function as a lineage reporter, we tracked photoconverted skulls one month after UV treatment (Fig. 6B, C). Previous observations suggest that nlsEOS protein can perdure for several weeks after expression of nlsEOS mRNA ceases^33,34^, and we find that mid-suture mesenchyme retains detectable converted protein and accumulates new nlsEOS protein, dynamics consistent with its use as a lineage reporter (Fig. 6B, C). During this time period, *grem1a*:nlsEOS+ cells remained confined to the mid-suture region and did not noticeably change their distribution. Despite nlsEOS protein stability over several weeks, we observed no co-expression of nlsEOS with the osteoblast marker *sp7*:mCherry, showing that *grem1a*+ cells do not generate osteoblasts within a month (Fig. 6D, E). In contrast, quantification of de novo osteoblast at adult stages (>24 mm) using *osteoblast*:nlsEOS confirmed sustained osteogenesis at all cranial sutures within a two-week period (Supplementary Fig. 10). These results point to *grem1a* + MSM cells not being a major contributor to new osteoblasts, although we cannot rule out that they make contributions to osteoblasts in non-homeostatic conditions.

**Fig. 6:**
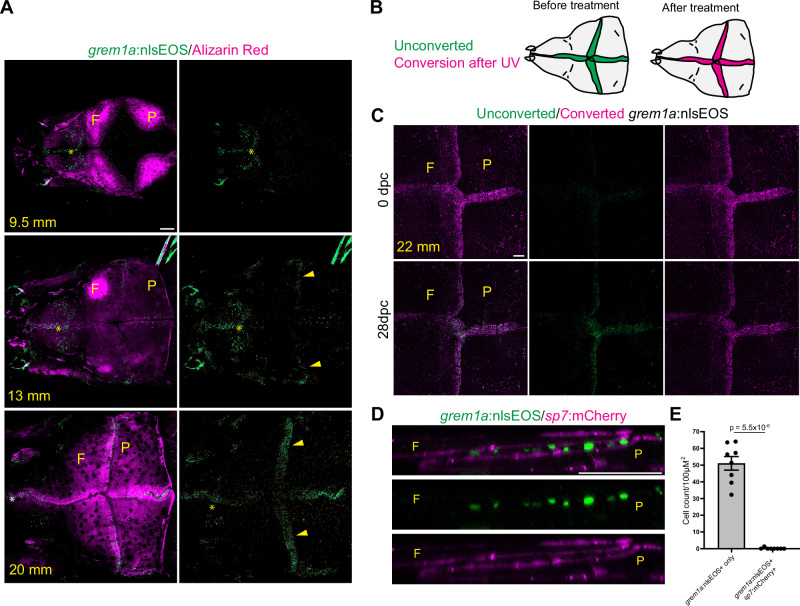
Mid-suture mesenchyme upregulates *grem1a* and does not contribute to bone. **A** Confocal images show Alizarin Red staining of frontal (F) and parietal (P) bones relative to induction of *grem1a*:nlsEOS in forming sutures (arrowheads). Asterisks denote brain expression. *N* = 5 each stage. **B** Schematic of conversion scheme for calvaria. *grem1a*+ cells were globally converted, imaged, and re-imaged at 28 days post conversion (dpc). **C** Confocal images of *grem1a*:nlsEOS+ calvaria at 0 and 28 dpc. *N* = 6. **D** Orthogonal section of adult coronal suture shows *grem1a*:nlsEOS in mid-suture cells non-overlapping with *sp7*:mCherry+ osteoblasts. *N* = 8. **E** Quantification of *grem1a*:nlsEOS single-positive and *grem1a*:nlsEOS; *sp7*:mCherry double-positive cells at cranial sutures. Scalebars: 200 μM (**A**, **B**), 50 μM (**D**). *P*-values were calculated using a two-tailed non-parametric Student’s *t* tests. Error bars represent S.E.M. Source data are provided as a Source Data file.

### MSM loss and reduced blood vessels in a zebrafish model of Saethre Chotzen Syndrome

We next analyzed how zebrafish suture cell types are affected in *twist1b*^−/−^; *tcf12*^−/−^ mutants with coronal suture fusion. In our single-cell data, the highest expression of *twist1b* and *tcf12* is in the MSM population, which we confirm by co-expression of the MSM marker *angptl1b* and *twist1b* in the mid-suture region of the coronal suture (Fig. 7A, B). 

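*twist1b* and *tcf12* were held out of the clustering. Pooled over the libraries, *twist1b* had 89.8 CPM in MSM-like cells, the highest of the 7 named types. It was highest in MSM-like cells in both adult libraries (108 and 105), rank 3 of 7 types in juvenile replicate 1 and last of 5 in juvenile replicate 2. *tcf12* was highest in Ps-like cells over all libraries, with 120 CPM against 89.8 in MSM-like cells. Ps-like cells had the most *tcf12* in 3 of 4 libraries, and MSM-like cells had the most in adult replicate 2 (77.4). Against the rest of the subset, the log2 fold change in MSM-like cells was 0.34 for *twist1b* (standard error 0.36, adjusted p = 0.785) and -0.57 for *tcf12* (standard error 0.34, adjusted p = 0.564) over the 6212 genes of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 2 genes, 0 passed over all genes and 0 when adjusted over the list alone, where the test had 787 genes at an unadjusted p under 0.05, and DESeq2 also passed 0 of the 2. Without adult replicate 1 the log2 fold change of *twist1b* was -0.027.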

In *twist1b*^−/−^; *tcf12*^−/−^ mutants, we observed a near complete absence of *grem1a*:nlsEOS+ cells in the fused coronal suture region, and a reduction in the width of the *grem1a*:nlsEOS+ MSM domain in unfused regions of the coronal sutures, and to a lesser degree at the sagittal sutures (Fig. 7C, D). Our *osteoblast*:nlsEOS reporter allows us to quantify osteoblast differentiation and readily visualize the location of cranial sutures by detection of de novo osteoblasts (green) and increased signal from two overlapping bones covered by osteoblasts. Using *osteoblast*:nlsEOS to quantify osteoblast addition, we found that loss of *grem1a*:nlsEOS+ MSM cells in *twist1b*^−/−^; *tcf12*^−/−^ mutants correlated with increased osteoblast formation at growing bone fronts (Fig. 7E, F). At suture stages, osteoblast addition has greatly decreased in wild-type controls, with sutures identified by increased signal from the two overlapping bones and presence of new green osteoblasts. In contrast in mutants, we observed a lack of new osteoblast formation in regions of the fused coronal suture, consistent with previous findings based on bone mineralization stains^13^. Using the *fli1a*:GFP reporter, we also noted that blood vessels became concentrated at sutures in wild types (Fig. 2F, G), with mutants displaying a significant reduction in blood vessel density at fused coronal sutures (Fig. 7G, H), consistent with GO term enrichment of blood vessel morphogenesis and expression of the Angptl class of angiogenic proteins in MSM cells. These results demonstrate that reduced numbers of *grem1a* + MSM cells in *twist1b*^−/−^; *tcf12*^−/−^ mutants correlate with misregulation of bone formation and a reduction of blood vessels at the coronal suture.

**Fig. 7:**
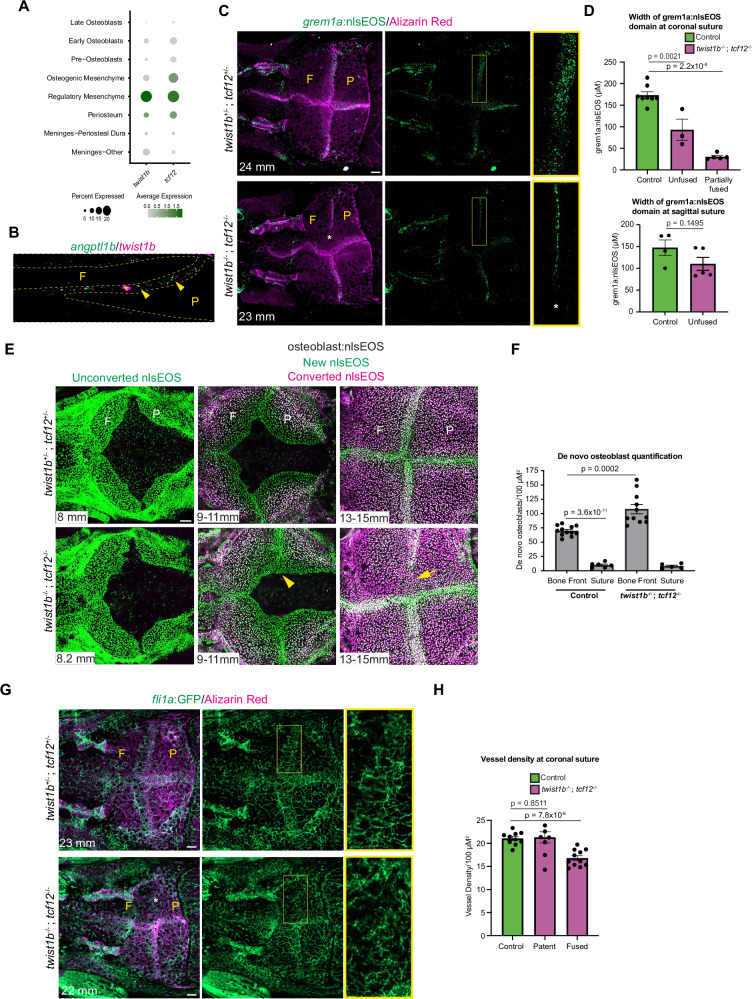
Loss of mid-suture mesenchyme and misregulated osteogenesis in *twist1b*; *tcf12* mutants. **A** Dot plot shows enrichment of *twist1b* and *tcf12* expression in the regulatory mesenchyme cluster. **B** Double in situ analysis of adult coronal suture for *twist1b* and *angptl1b*. Dotted lines outline the frontal (F) and parietal (P) bones. In situs were performed in biological triplicate. Arrowheads mark double positive cells within the suture mesenchyme. Asterisk indicates autofluorescence from blood vessel. **C** Confocal images show *grem1a*:nlsEOS suture mesenchyme expression relative to the Alizarin Red+ frontal (F) and parietal (P) bones of control (*twist1b*^+/−^;*tcf12*^+/−^) and *twist1b*^−/−^;*tcf12*^−/−^ mutant fish. Asterisk marks fused region of coronal suture, and boxes denote magnified regions. **D** Quantification of width of *grem1a*:nlsEOS domain in controls and in mutants sides with patent or partially fused coronal sutures. *N* = 8 control coronal sutures, *N* = 3 mutant patent coronal sutures, *N* = 5 partially fused coronal sutures, *N* = 4 control sagittal sutures, *N* = 5 mutant sagittal sutures. **E** Serial confocal imaging of individual control (*twist1b*^+/−^; *tcf12*^+/−^) and *twist1b*^−/−^; *tcf12*^−/−^ mutant fish. The same fish were imaged before conversion of *osteoblast*:nlsEOS at approximately 8 mm, converted at 9 mm and imaged at 11 mm, and then converted again at 13 mm and imaged at 15 mm. Arrowhead marks the aberrant bone front, and arrow marks the fused region of the coronal suture. **F** Quantification of osteoblast addition at bone fronts and coronal sutures. *N* = 12 calvarial bones per genotype imaged from 9–11 mm, *N* = 6 patent coronal sutures per genotype imaged from 13–15 mm. Error bars report standard error of the mean, and statistics were performed using unpaired *t* tests. **G** Confocal images show *fli1a*:GFP vessels relative to the Alizarin Red+ frontal (F) and parietal (P) bones of control (*twist1b*^+/−^;*tcf12*^+/−^) and *twist1b*^−/−^;*tcf12*^−/−^ mutant fish. Asterisk marks fused region of coronal suture, and boxes denote magnified regions. *N* = 5 controls and *N* = 8 mutants. **H** Quantification of density of *fli1a*:GFP vasculature in controls and mutants at patent or fused coronal sutures. Scalebars: 100 μM. *P*-values were calculated using a two-tailed non-parametric Student’s *t* tests. Error bars represent S.E.M. Source data are provided as a Source Data file.

### BMP antagonists are required for proper bone growth and suture morphology

To test whether BMP antagonists, which are preferentially enriched in the MSM population, are required for calvarial development, we generated small deletion alleles for *grem1a*, *nog2*, and *nog3* that result in premature protein truncations (Fig. 8A). Homozygous mutants for *grem1a* or *nog2* but not *nog3* were adult viable. Whereas homozygous *grem1a* mutants formed all cranial sutures based on Alizarin staining of bone (Supplementary Fig. 11A), quantification of osteoblast addition by serial photoconversion of osteoblast:nlsEOS revealed a mild decrease in bone formation in the coronal but not metopic suture (Supplementary Fig. 11B–D), similar to what is observed in *twist1b*; *tcf12* mutants^13^. We observed a significant deceleration of frontal bone growth in *grem1a* mutants between 13 and 15 mm SL stages by serially staining with different color bone dyes as previously reported^13^, which may reflect a higher sensitivity of the assay to capture cumulative bone growth changes compared to quantification of de novo osteoblasts during the same growth period (Supplementary Fig. 11E–G). While skull shape was not obviously abnormal in *grem1a* mutants, we did not perform a comprehensive analysis.

**Fig. 8:**
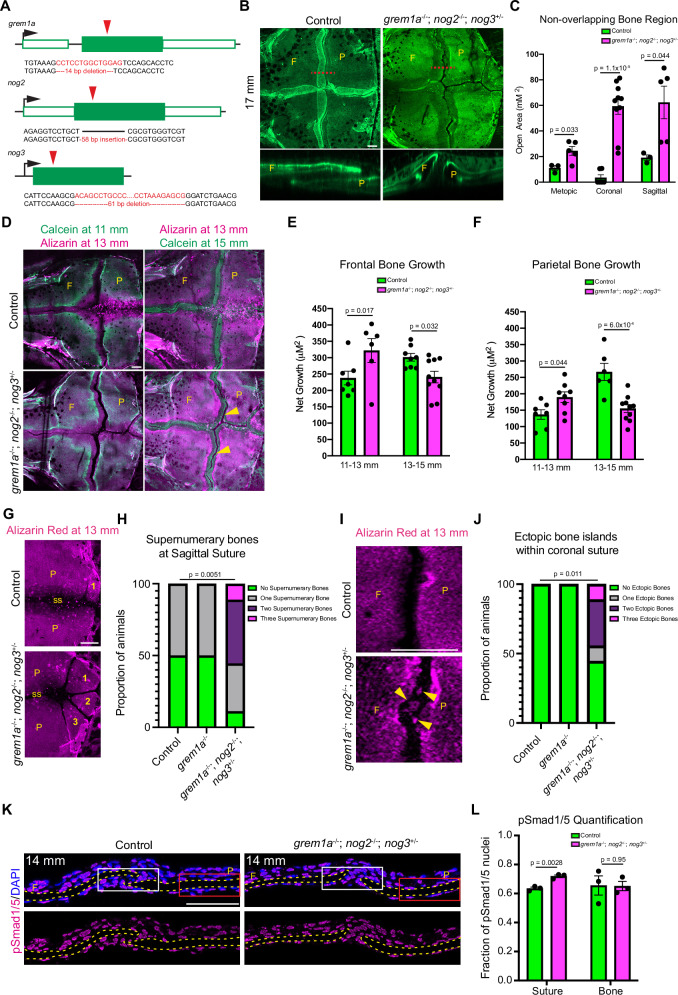
Deletion of BMP antagonists alters bone growth and promotes ectopic bone formation. **A** Schematic of mutant alleles generated using CRISPR/Cas9. Red arrow indicates site of mutation relative to protein-coding regions (green boxes). **B** Confocal imaging of Calcein-stained calvaria show impaired suture formation in *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ zebrafish compared to controls. Dotted lines represent regions of the orthogonal sections at the coronal suture shown below. Frontal (F) and parietal (P) bone. **C** Quantification of non-overlapping regions in the calvaria. *N* = 3 for controls, *N* = 5 for mutants. **D** Representative imaging of individual control and mutant zebrafish after repeated staining and imaging using Calcein green and Alizarin red stains. Arrowheads indicate non-overlapping bones at the coronal suture. **E**, **F** Quantification of area of bone growth between 11–13 mm and 13–15 mm at frontal and parietal bones. *N* = 7 control frontal bones, *N* = 8 mutant frontal bones at 11–13 mm. *N* = 6 control frontal bones, *N* = 10 mutant frontal bones at 13–15 mm. *N* = 7 control parietal bones, *N* = 10 mutant parietal bones at 11–13 mm. *N* = 6 control parietal bones, *N* = 10 mutant parietal bones at 13–15 mm. **G** Confocal imaging of supernumerary bones (numbered) at the sagittal suture (ss) between parietal bones in control and mutant zebrafish. **H** Quantification of supernumerary bones at the sagittal suture. *N* = 8 for control and mutant fish. **I** Confocal imaging of control and mutant coronal sutures reveal ectopic bone islands at the mutant coronal suture. Arrowheads mark ectopic bone islands between frontal and parietal bones. **J** Quantification of ectopic bone islands at the coronal suture. *N* = 8 for control and mutant fish. **K** Immunofluorescence for pSmad1/5 at the coronal suture of control and mutant zebrafish. Dotted line outlines bones. White box indicates quantified area for the coronal suture and red box indicates quantified area for parietal bone. **L** Quantification of fraction of pSmad1/5+ nuclei at coronal sutures or along the parietal bone. *N* = 3 for control and mutant fish. Scalebars: 100 μM. *P*-values were calculated using a two-tailed non-parametric Student’s *t* tests. Error bars represent S.E.M. Source data are provided as a Source Data file.

Reasoning that BMP antagonists may have redundant functions in regulating calvarial development, we generated compound mutants. Of 659 fish genotyped at 14 days post-fertilization (dpf) from *grem1a*^*+/−*^; *nog2*^*+/−*^; *nog3*^*+/−*^ incrosses, we did not recover any triple homozygous mutant fish. We therefore focused on *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ fish, which survive beyond suture formation stages. The *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ mutants displayed highly dysmorphic sutures at 17 mm (Fig. 8B), reflected by an end-on-end rather than overlapping coronal suture and a general appearance of open space between bones at all sutures due to a failure of bone overlap, (Fig. 8C). However, animals die before reaching adulthood for unknown reasons, precluding prolonged analysis to test for eventual craniosynostosis (Fig. 8B). Serial bone dye labeling of *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ mutants revealed accelerated bone formation between 11–13 mm, when the coronal suture is being established, and a subsequent decrease in bone formation after suture establishment (13–15 mm) (Fig. 8D–F). We also observed increased supernumerary bones at the posterior edge of the sagittal suture in *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ mutants versus wild types and *grem1a* single mutants (Fig. 8G, H), and ectopic bone islands within the coronal suture in more than half of *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ fish but not *grem1a* mutants or wild types (Fig. 8I, J). Quantification of phosphorylated SMAD1/5 (pSMAD1/5), a marker of active BMP signaling, at 14 mm demonstrated an increase in the fraction of positive cells within the coronal suture region, but not along bone surfaces outside the suture, in *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ mutants, consistent with a local increase in BMP signaling at the mutant suture (Fig. 8K, L). These data suggest a requirement for multiple BMP antagonists enriched in the MSM population to restrict bone formation in the calvaria and ensure proper suture morphology.

## Discussion

Here we reveal a high degree of spatial compartmentalization of osteogenesis in cranial sutures that is essential to sustain bone growth while preventing precocious osteoblast differentiation (Fig. 9). By integrating single-cell sequencing and in vivo expression validation with imaging-based lineage tracing in zebrafish, we demonstrate that bone-forming activity is largely restricted to suture edges. In contrast, lineage tracing of *grem1a* + MSM cells, combined with mutations in BMP antagonists selectively expressed in this population, suggests the presence of a dedicated subpopulation of suture cells that regulate the rate and pattern of bone formation rather than directly contribute to osteoblasts. In addition, we show that the zebrafish homologs of the Saethre-Chotzen syndrome genes *TWIST1* and *TCF12* are selectively expressed in and required to establish the *grem1a* + MSM population, supporting roles of these transcription factors outside of osteogenic cells in regulating calvarial bone growth and suture maintanence^5,10,13,35^.

**Fig. 9:**
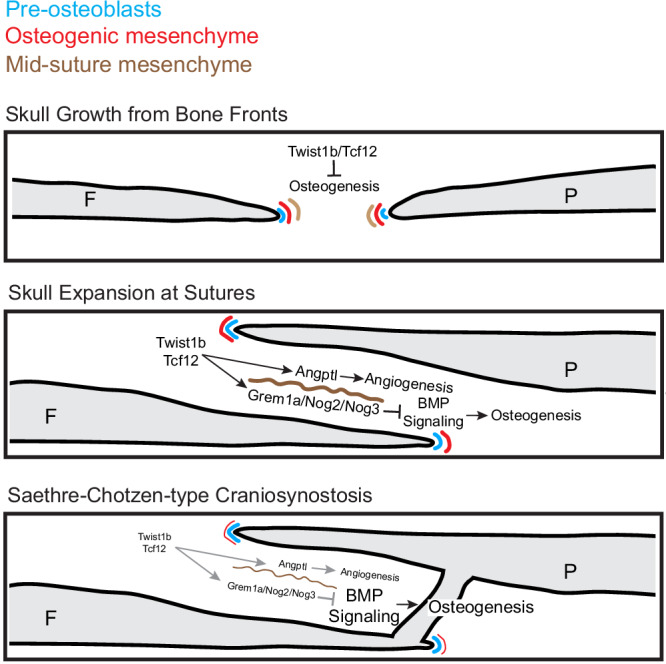
Model for cranial suture formation. Model for cranial suture formation shows approximating bone fronts with dedicated mesenchyme subsets preceding bone edges, followed by the establishment of overlapping bones and the emergence of the mid-suture mesenchyme program. In a zebrafish model for Saethre-Chotzen syndrome, loss of *twist1b* and *tcf12* fusion leads to a failure to establish the mid-suture mesenchyme program that provides important regulatory factors to restrict osteogenesis and promote angiogenesis at cranial sutures.

Consistent with shared genetic requirements for suture formation in zebrafish and mouse^13^, we found that most coronal and frontal suture cell types are conserved across species. While osteogenic trajectories were similar, reflecting the deep conservation of bone formation pathways across vertebrates, we observed less complexity of meningeal and ectocranial cell types in fish. For example, we did not identify a correlate of the *Scx*+ ligament-like population above the mouse coronal suture. Although we cannot rule out experimental differences in tissue isolation between species, this might reflect species-specific differences in the biomechanical requirements of cranial sutures, such as the unique compression of the skull during mammalian parturition.

Our work also reveals how cell types present during initial calvarial bone growth may contribute to the mature sutures. Previous reports had suggested cells migrate from the supraorbital ridge to populate the mouse coronal suture^36^, yet here we uncovered a mesenchymal signature shared between cells at the leading edge of the bone fronts and those in sutures. Shared genes include *Six2/six2a*, *Pthlh*/*pthlha*, and *Erg/erg* (and the related zebrafish ETS factor *fli1a*, previously called *Ergb* in mouse). At the mouse coronal suture, our previous lineage tracing had shown that embryonic *Six2*+ mesenchymal cells contribute to both the mid-suture mesenchyme and growing skull bones^5^, and *Pthlh* has been shown to be a marker of skeletal stem cells in murine endochondral bones^37^. This suggests that suture mesenchyme may arise, at least in part, from cells at the leading edges of the growing bones. Future lineage tracing experiments will be needed to determine the relative contributions of migratory and leading edge cells to suture mesenchyme.

Consistent with previous studies in mouse^31^, our precise nlsEOS-based analysis of new osteoblast addition in living zebrafish shows that bone formation is largely confined to the tips of the overlapping bones at suture edges. In contrast, a subset of mid-suture mesenchyme acquires a distinct gene expression signature, with lineage tracing with *grem1a*:nlsEOS showing minimal contribution to new osteoblasts over one month. While *Grem1* marks skeletal stem cells within the long bones of mice^38^, the *grem1a*+ population in the zebrafish mid-suture region does not appear to be a progenitor for new bone. However, RNA velocity analysis shows directional flow from *grem1a* + MSM to *hyla4* + /*fli1a* + OM, suggesting a possible latent capacity for MSM to contribute to bone under non-homeostatic conditions such as injury. In contrast to the non-osteogenic properties of *grem1a* + MSM, pseudotime analysis points to *hyla4* + /*fli1a* + OM as a likely skeletal stem cell population, although future lineage tracing will be required to confirm this. While OM markers are enriched at the suture edges where the majority of new osteoblasts form, we also detected OM marker expression in a few cells within the mid-suture region. Our findings are therefore consistent with heterogeneity of mid-suture mesenchyme, with *grem1a*+ cells in this domain potentially regulating the behavior of neighboring skeletal stem cells both within the mid-suture region and suture edges.

Several pieces of evidence suggest that the *grem1a* + MSM subpopulation may have an important regulatory function. Upon their transition from the bone fronts to the mid-suture region, these cells upregulate a number of genes encoding BMP and Tgfb antagonists, Angiopoeitins, and other factors. BMP signaling has well established roles in stimulating bone formation^39^, and previous studies had shown that misexpression of the BMP antagonist *Nog* was able to prevent normal fusion of the mouse posterior frontal suture^40^. Loss of *Bmpr1a* in *Axin2*+ skeletal stem cells impairs self-renewal and leads to ectopic bone formation and craniosynostosis^41^, and expression of constitutive active *Bmpr1a* in neural crest lineage cells leads to premature fusion of the metopic suture^42^. These data demonstrate a critical need for tight control of BMP signaling at cranial sutures. Here we show that combinatorial loss of *grem1a*, *nog2*, and *nog3*, three BMP antagonists selectively upregulated and enriched in *grem1a* + MSM, results in altered suture morphology, misregulated calvarial bone growth, and ectopic bone formation. We also find increased proportions of cells with pSmad1/5, a marker of BMP activity, in BMP antagonist mutants, consistent with a local role of MSM-derived BMP antagonists in suture regulation. However, future studies that specifically remove these antagonists within suture mesenchyme will be needed to definitively demonstrate requirements for BMP antagonists in the MSM population for suture regulation^43–46^. It will also be interesting to assess the effect of ablating the *grem1a* + MSM population on suture formation and maintenance, as well as identifying the upstream signals that activate the MSM-specific expression program during suture establishment. Whereas previous reports had not resolved distinct osteogenic and non-osteogenic subsets at mouse sutures^5^, we find that expression of inhibitors of BMP and TGF-beta signaling and the Angptl family may be common features of mid-suture mesenchyme in both zebrafish and mouse.

Our findings also provide insights into the etiology of craniosynostosis in Saethre-Chotzen syndrome. Expression of the zebrafish homologs of the genes mutated in Saethre-Chotzen syndrome, *twist1b* and *tcf12*, is enriched in the MSM population. In *twist1b*; *tcf12* mutants, the *grem1a* + MSM population is reduced, even in sutures that remain patent, consistent with studies in mice showing loss of *Grem1* suture expression in *Twist1*^+/−^; *Tcf12*^+/−^ mutants^13^. In both *twist1b*; *tcf12* mutants^13^ and fish with loss of MSM-enriched BMP antagonists (*grem1a*, *nog2*, *nog3*), we observed an initial acceleration of bone growth and ectopic bone formation, followed by a later stalling of bone growth. The failure of frontal and parietal bones to properly overlap at the coronal suture is also a shared phenotype of *grem1a*^*−/−*^; *nog2*^*−/−*^; *nog3*^*+/−*^ mutant zebrafish and *Twist1*^+/−^; *Tcf12*^+/−^ mutant mice. However, we failed to observe the coronal suture fusions of *twist1b*; *tcf12* mutants in animals with combinatorial BMP antagonist loss. This could be due to the juvenile lethality of these mutants, our inability to homozygose the *nog3* allele, redundancy with other BMP antagonists expressed in the MSM population (e.g. *fstl3*), and/or contribution of other MSM genes to suture patency. For example, we note MSM enrichment of *tgfbi* and *bambia*, which both negatively regulate the Tgf beta signaling pathway. Loss of an MSM-like population in the mid-suture region could also contribute to the extensive cell mixing across suture boundaries observed in mouse mutants^47,48^. In addition, the MSM population expresses several members of the Angptl family that have well known roles in angiogenesis^49^, with loss of the MSM population in *twist1b*; *tcf12* mutants correlating with reduced density of vasculature networks at sutures. Interestingly, a loss of lymphatic vessels at the coronal sutures of *Twist1*^+/−^ mice has recently been linked to neurocognitive impairments^50^. In the future, it will be important to determine the extent to which Twist1 and Tcf12 directly regulate the expression of MSM-specific genes, especially those induced during suture establishment.

## Methods

### Zebrafish

All experiments were approved by the Institutional Animal Care and Use Committee at the University of Southern California (Protocol #20771) and the University of California, Los Angeles (ARC-2022-044). Published lines include Tg(−3.*5ubb*:loxP-EGFP-loxP-mCherry)^51^, Tg(Mmu.*Sox10*-Mmu.Fos:Cre)^zf384^ ^52^, Tg(*actab2*:loxP-BFP-STOP-loxP-dsRed)^sd27^ ^53^, Tg(*fli1a*:eGFP)^y1^ ^54^, Tg(*sp7*:mCherry)^zf604^ ^55^, Tg(Hsa.*RUNX2*-Mmu.Fos:EGFP)^zf259^ ^55^, TgBAC(*mmp9*:EGFP)^tyt206^ ^29^, *cdh1*:mlanYFP^xt17Tg^ ^56^, Tg(*sp7*:EGFP)^b1212^ ^57^, *tcf12*^el548^ ^13^, and *twist1b*^el570^ ^13^. Two transgenic lines were created using CRISPR/Cas9-based genomic integration of nlsEOS: *grem1a*:nlsEOS (guide RNAs targeting the first exon: 5′-AATGGCGCCTTGAAATCCCC-3′, 5′-CAGTCACCGCAGACACCGC-3′), *angptl1b*:nlsEOS (guide RNAs targeting the first intron: 5′-GTCGGTGTGTCGGAGACTGT-3′, 5′-TTACACGCTCTCTGCACTCC-3′). One-cell embryos were co-injected with guide RNAs (200 ng/μL), mbait guide RNA (200 ng/μL), Cas9 mRNA (150 ng/μL), and a mbait-nlsEOS plasmid (20 ng/μL)^34,58^. Founders were identified by screening progeny for nlsEOS fluorescence. The *grem1a*:nlsEOS reporter recapitulated endogenous *grem1a* expression (Fig. 5C). In contrast, *angptl1b*:nlsEOS expression differed from endogenous *angptl1b* mRNA by being enriched in osteoblasts but not suture mesenchyme (Supplementary Fig. 6C); hence we describe this line as *osteoblast*:nlsEOS in the text. Knockout alleles were generated using CRISPR/Cas9 as previously described^59^ for *grem1a* (sgRNA, 5′-GGTGCTGGACTCCAGCCAGG-3′), *nog2* (sgRNA, 5′-GGAGCACGACCCACGCGAGC-3′), and *nog3* (sgRNA, 5′-CGCTCTTTAGGGTCCAGTAC-3′). Genotyping primers are provided in Supplementary Data 5.

### RNAscope in situ hybridization and immunofluorescence

Juvenile and adult fish were measured and fixed individually in 4% PFA overnight at 4°C. Heads were decalcified for 1–2 weeks and processed by paraffin embedding as previously described^13^. RNAscope reagents were purchased from Advanced Cell Diagnostics, and experiments were performed using the RNAscope Fluorescent Multiplex V2 Assay according to the manufacturer’s protocol for formalin-fixed paraffin-embedded (zebrafish tissue) and for fixed frozen (mouse) sections. The following probes were used for this study: Channel 1, Mm-*Angptl2*, Mm-*Nog*, dr-*grem1a*, dr-*ifitm5*, dr-*mmp9*, dr-*prrx1a*, dr-*twist1b*; Channel 2, Mm-*Sp7*; Channel 3, Mm-*Tgfbi*, dr-*angptl1b*, dr-*fli1a*, dr-*foxc1b*, dr-*nog3*, dr-*six2a*, dr-*spp1*, dr-*zic3*, dr-*pah*; Channel 4, *EOS*, dr-*hyal4*, dr-*ogna*, dr-*angptl2b*, dr-*crhbp*. Immunofluorescence was performed using the same antigen retrieval reagents in the RNAscope Fluorescent Multiplex kit, and slides were blocked for 1 h in 10% goat serum, stained with primary overnight (1:100, Cell Signaling #9516) and stained with secondary (1:250, Thermo, A-11011) and DAPI for 1 h.

### Neural crest transplantation

Gastrula-stage embryos (6 h post-fertilization) were collected and donor ectoderm from the animal cap of *ubb*:loxP-EGFP-loxP-mCherry embryos was transplanted into the neural crest precursor domain of wild-type hosts as previously reported^60^. Successful transplantation was confirmed by screening for GFP expression in the face at 5 dpf. Fish were raised to juvenile stages and imaged before frontal bones completely overlap.

### Imaging

All imaging was performed on a Zeiss LSM800 or a Zeiss LSM980 microscope using ZEN software. For repeated live imaging experiments, fish were anesthetized in Tricaine, mounted, and imaged using a 2.5X, 5X or 10X objective. For whole calvaria nlsEOS conversion experiments, live fish were transferred to a 6- or 12-well dish and exposed to a handheld UV light (UV Flashlight Black Light, 3-in-1 Magnetic Flashlight Rechargeable, AdamStar) for 5–30 min. Converted fish were individually housed and re-imaged for up to 2 months following initial conversion.

### Generation and analysis of scRNA-seq datasets

We dissected the calvaria from 20 juvenile (9-11 mm) *cdh1*:mlanYFP (one dataset) or *sp7*:GFP (one dataset) fish, and separately 10 adult (22–25 mm) *cdh1*:mlanYFP (one dataset) or Tubingen (one dataset) fish, away from brain tissue in Ringer’s solution. Calvaria were mechanically minced with a razor and all tissue was transferred to a 1.5 mL tube for enzymatic dissociation (0.25% trypsin (Life Technologies, 15090-046), 1 mM EDTA, and 400 mg/mL Collagenase D (Sigma, 11088882001) in PBS). Tissue was incubated on a nutator at 28.5 °C for ~45 min and the enzymatic reaction was stopped by adding 6X stop solution (6 mM CaCl2 and 30% fetal bovine serum (FBS) in PBS). Cells were pelleted by centrifugation (300 *g*) at 4 °C, rinsed in suspension media (1% FBS, 0.8 mM CaCl2 (Sigma-Aldrich, St. Louis, MO) in phenol red-free Leibovitz’s L15 medium (Life Technologies)), and resuspended in a final volume of 500 uL. DAPI was added to resuspended cells, and cells were fluorescence-activated cell sorted to isolate live cells that were DAPI negative and, when applicable, *cdh1*:mlanYFP/*sp7*:GFP negative to deplete epithelial cells.

scRNAseq libraries were prepared using 10X Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v.2 according to the manufacturer’s instructions and sequenced using Illumina NextSeq or HiSeq machines at a depth of at least 50,000 reads per cell for each library. Juvenile and adult stages were performed in replicates, and sequenced data was aligned using Cellranger v3.0.0 from 10X Genomics against the GRCz11 genome. All parameters were set to their default values. Data analysis was performed with Seurat version 4.1.1^19^, and datasets were filtered by nFeature_RNA > 200, nFeature_RNA < 2500, and percent.mt <25. Filtered cells were normalized with SCTransform and datasets were integrated based on the tutorial “Integration and Label Transfer” from Seurat (https://satijalab.org/seurat/archive/v3.0/integration.html). The data were processed using the FindNeighbors() and FindClusters() functions and data were visualized with UMAP (30 principal components). The original dataset was first resolved at a resolution of 0.2 to identify the overall cell types contained within the dataset. The connective and skeletogenic subset was visualized at a resolution of 1.0 and the prrx1a+ mesenchyme and osteoblast subset was visualized at a resolution of 0.8, as these resolution values demonstrated the highest number of clusters with transcriptionally unique signatures. The osteogenic subset of the integrated Seurat object was converted into a Monocle cell dataset and Monocle was performed following the Monocle3 recommended parameters (https://cole-trapnell-lab.github.io/monocle3/docs/trajectories/#learn-graph). The prrx1a+ mesenchyme and osteoblast subset was analyzed using the veloctyo^61^ and CellChat packages^27^. Scores for regulatory mesenchyme in mouse datasets were assessed and analyzed as previously described^5^. Mouse datasets were downloaded from Facebase (www.facebase.org, coronal suture, Accession: FB00001236; frontal suture, Accession: FB00001013).

### Live bone staining

Fish were stained with Calcein Blue (3 mg/30 ml, Molecular Probes C481) or Alizarin Red (1 mg/30 ml, Sigma A5533) overnight in the dark and washed in fish system water for 1–2 h each before imaging. For repeated live imaging experiments, fish were anesthetized and measured to stain for net growth every 2 mm between 11-15 mm as previously described^13^. Briefly, 11 mm fish were stained overnight in Calcein Green stain (1 mg/10 mL, Molecular Probes C481) and washed for at least one hour before being returned to individual housing. At 13 mm, fish were stained with Alizarin Red S (1 mg/30 ml), washed for at least one hour and imaged on a Zeiss LSM980 to detect Calcein and Alizarin Red S signal. Fish were again returned to individual housing and grown to 15 mm and stained with fresh Calcein. After a one-hour wash, fish were again imaged to detect Calcein and Alizarin Red S signal.

### Adult skeletal preparations

Skeletal preparations were performed as previously described^13^, and skullcaps were dissected from the skull and imaged on a Zeiss Stemi with Zeiss Labscope software in 100% glycerol.

### Quantification

For *osteoblast*:nlsEOS experiments, regions for quantification were defined by manually drawing a ROI across bone fronts or cranial sutures using ImageJ. The channels were then split and nuclei within each channel were counted manually. De novo osteoblasts were defined as green only cells. Masked images were generated using Illustrator by converting double positive and magenta osteoblasts to a white background to mask previously existing osteoblasts. For *grem1a*:nlsEOS experiments, the width of the nlsEOS+ zone was measured across cranial sutures (at each end and in the middle) using ImageJ and averaged. For quantification, *sp7*:mCherry; *grem1a*:nlsEOS double-positive cells were manually counted from 40X images through the Z-stack using CellCounter in ImageJ. For live bone staining quantification, the area of Calcein and Alizarin Red S stained bones were measured using the freehand selection on ImageJ, and the outer bone areas were subtracted from the inner bone area to determine net area growth. Vessel density was quantified using the Vessel Analysis plugin^62^ after defining a 250 μM^2^ region at patent and fused coronal sutures. For phosphorylated Smad1/5 quantification, an approximately 120 μM by 40 μM rectangle was drawn around the coronal suture to include bone fronts and suture mesenchyme or around the parietal bone, excluding the top two layers of DAPI+ cells to avoid quantifying skin. DAPI positive and pSmad1/5 positive nuclei were manually counted using CellCounter in ImageJ. Statistical analyses were performed using Prism.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNAseq datasets and the processed Seurat rds objects in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE223147. Source data are provided with this paper.

# Supplementary material for: Cellular transitions during cranial suture establishment in zebrafish
**Source:** Nat Commun. 2024 Aug 13;15:6948. doi: 10.1038/s41467-024-50780-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of additional supplementary files**

**Supplementary Data 1.** Enriched gene list by cluster for whole calvaria dataset (related to Fig. 1B).

**Supplementary Data 2.** Enriched gene list by cluster for connective and skeletogenic subset (related to Fig. 1C).

**Supplementary Data 3.** Enriched gene list by cluster for osteoblast and prrx1a+ mesenchyme subset (related to Fig. 1E).

**Supplementary Data 4.** CellChat Signaling pairs for the prrx1a+ mesenchyme subset.

**Supplementary Data 5.** Genotyping primers for mutant alleles.

How the deposited data were processed for this re-analysis (not part of the article)

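Single cells of dissected zebrafish calvaria were profiled in 4 droplet libraries, 2 juvenile and 2 adult, each from pooled fish. The sorting gate differed between libraries. It removed *cdh1:mlanYFP*+ cells in juvenile replicate 1 and adult replicate 1, removed *sp7:GFP*+ cells in juvenile replicate 2, and used no reporter in adult replicate 2. The labels give no replicate numbers, and the numbers used here follow the gates. The authors' tables hold raw UMI counts per gene and cell barcode, counted with Cell Ranger at default settings on the GRCz11 genome. The header of the tables names another release of Cell Ranger than the methods do, and the annotation is not stated. The barcodes are those called as cells by Cell Ranger, before any filter on genes or mitochondrial share, since barcodes outside the limits of the methods are present. The tables list 39988 genes, and 123 symbols that occur more than once were kept apart by their identifiers. The zebrafish reference at hand is of another genome build, so no coordinates are given.

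Cells were kept with more than 200 and fewer than 2500 genes and under 25% of UMIs on the 6 mitochondrial genes counted. Doublets were not removed, as in the methods. Counts were normalized with SCTransform (sctransform 0.4.2), the 4 libraries were integrated in Seurat 5.3.0 (SeuratObject 5.2.0) under R 4.3.3 with irlba 2.3.5.1, and cells were clustered on 30 principal components. The 2988 features left out the 19 genes held out for testing between cell types. Resolutions of 0.2 for all cells, 1 for the connective and skeletogenic cells and 0.8 for the final subset are those of the methods. The connective and skeletogenic cells are those of 5 named classes, without the unnamed cells. A mesenchyme cluster entered the final subset when its *prrx1a* level reached 0.75 times the mean of the connective clusters.

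Clusters were named from lists of marker genes for 15 classes of cells and 8 types of the final subset. Each list was scored by the level of its markers in a cluster relative to the other clusters. Among the lists at 0.8 of the highest score or more, the one with the most markers among the 10 leading genes of the cluster was taken. The cluster took its name where the score reached 0.25, or reached 0.12 and stood 3 times above the next list, and where at least 3 of the markers were detected in 10% of the cells. A cluster with more markers of another list than of its own among the leading genes stayed unnamed, and so did a very shallow cluster with none of its own among them. The marker lists, the held-out genes, the gene lists tested, the tests, the rule for naming genes and most alternative settings were fixed before the data were examined. Several choices were made on the clusters and before any test between groups. Clusters of at least 100 cells were divided once more at resolution 0.6, in all cells and in the final subset, where no cluster could otherwise be named MSM or OM. The naming rule was revised on 2 occasions, with the rule for low scores and the rule on leading genes among the changes. The *prrx1a* limit was tried at 1, 0.5 and 1.5 times the mean, and 0.75 was set because a limit of 1 left out the cluster with *hyal4* and *six2a*. Doublets were also ranked by score, because the automatic threshold of Scrublet called 0, 0, 7 and 0 cells in the 4 libraries. The authors' processed Seurat objects were not used, so the clusters were rebuilt, and their names carry the ending -like.

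For each comparison UMIs were summed per library and group of cells, sums of fewer than 10 cells were left out, and libraries were the replicates. Sums were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, limma 3.58.1), with Benjamini-Hochberg adjustment over all genes tested and, for the listed genes, over the list alone. A gene passed at an adjusted p under 0.05. Comparisons between cell types took the library as a block, and only held-out genes are reported from them, since the other genes formed the clusters. The mesenchyme of the subset stands for its 5 named mesenchyme types, without the unnamed cells. Stage comparisons had 2 libraries per stage and no block, because a single gate occurs at both stages. Besides the genes of the paper, the text names for each stage comparison the 5 genes with the largest increase and the 5 with the largest decrease among those that passed, had at least 20 UMIs over the libraries, and had every adult library on the same side of every juvenile one. Shares of cells carry exact Clopper-Pearson intervals, CPM carry exact Poisson intervals, and both cover counting error alone. A fold against a group at 0 is a lower bound from 3 counts over the group. Immune cells (T or NK, macrophage and neutrophil clusters) gave the level of free RNA. Lists of pituitary, olfactory, photoreceptor and thymocyte genes were written after the leading genes of the clusters were seen.

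Diffusion pseudotime was computed in scanpy 1.11.5 on 1000 variable genes, 15 components and 15 neighbours, and markers were read in 5 equal parts. The counts behind it were not integrated over the libraries. Co-detection was repeated in cells thinned to 1000 UMIs. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

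The juvenile libraries hold 22012568 and 24854689 UMIs and the adult libraries 6986539 and 7873717. The sums of MSM-like cells hold 104783 to 219751 UMIs per library, so *grem1a*, with 0 UMIs in juvenile replicate 2, could still have 28.6 CPM there. The tests were tested on simulated data of the same design, with 200 genes changed among those present. Of the changed genes that were tested, 78.5% were recovered for MSM-like against OM-like and Ps-like cells, 66.1% for MSM-like cells against the rest of the subset, 86.3% for OM-like cells against the other mesenchyme and 44% for POb-like against LOb-like cells. For the stage differences the share was 58% in MSM-like cells, 27.2% in the mesenchyme of the subset and 30.2% in the osteoblast lineage. Of the largest simulated changes alone, these stage tests recovered 96.1%, 70.5% and 64.7%. The test of POb-like against LOb-like cells recovered 74.7% of them, and the other type comparisons from 98.4% to 100%. No changed gene was called with the wrong sign, and between 0 and 11 unchanged genes were called.

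The alternative settings were other limits on mitochondrial share and genes, Scrublet calls removed, no integration, the held-out genes kept among the features, other resolutions, a stricter and a looser limit on *prrx1a*, DESeq2 1.42.0, library totals in place of TMM, no filter beyond 1 UMI, no replicate block, each library left out in turn, the *cdh1:mlanYFP*-depleted libraries alone, the first principal component in place of pseudotime, and thinned cells. Removal of the cells with the highest doublet scores, at a rate of 0.8% per 1000 cells, clusters without the further division, and the mean position of a marker in place of its peak were added after the data were seen. RNA velocity, Monocle3, ligand and receptor analysis, term enrichment and the imaging of the paper were not analysed here.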

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

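The 4 tissue lists, the draws that spread the UMIs of a list over the cells, the count of cells with more than 1% of their UMIs on a list and the class test of *rag1* and *rag2* were chosen after the results they concern were seen.

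Of the 9 listed genes tested for a difference between the stages in the contrast of MSM-like against OM-like and Ps-like cells, *fstl3* alone passed when adjusted over the list alone. Its log2 ratio was 1.17 and 1.21 in the juvenile replicates and 0.20 and 0.22 in the adult replicates, so it was higher in MSM-like cells in 4 of 4 libraries, and the adult log2 fold change differed from the juvenile one by -1.04 (standard error 0.31, adjusted p = 0.418 over 3320 genes and 0.0442 over the list alone, from edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). Over all genes the difference fails the correction. Both groups of cells come from the same library, which argues against depth as the source. Free RNA would bring MSM-like cells to the level of immune cells, and the 6 genes *grem1a*, *nog2*, *nog3*, *bambia*, *fstl3* and *angptl5* together were at least 9.16 times higher in CPM in MSM-like cells in every library. OM-like or Ps-like cells drawn into the juvenile MSM-like cells by integration would lower the juvenile ratio, which is the higher one, and cells of a further kind were not tested. The 2 juvenile gates gave like ratios. A difference between juvenile bone fronts and adult sutures stays open and was not tested apart from the sorting gates, and so does a finding by chance.

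The pituitary genes *gh1*, *prl*, *pomca*, *tshba* and *lhb*, which the paper does not discuss, summed to 54971 UMIs, with 24566 and 30394 in the juvenile libraries and 10 and 1 in the adult libraries. The most abundant were *pomca* (508 and 702 CPM in the juvenile libraries) and *gh1* (625 and 491), and all 5 genes were picked from these libraries as leading genes of a cluster. Free RNA alone would spread the UMIs over the cells by depth, which gave 1344 to 1466 cells with 3 or more of the genes in 100 draws, and 0 were found. Instead 58 cells with more than 1% of their UMIs on the list, 57 of them juvenile, held 95.8% of its UMIs. A few hormone cells carried along with the juvenile skulls are a candidate source, as a hypothesis from these data.

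The olfactory genes *ompa*, *ompb*, *cnga4* and *gng13b*, all 4 picked as leading genes of a cluster, summed to 8587 UMIs. The most abundant was *gng13b*, with 90.0 and 75.3 CPM in the juvenile libraries and 38.5 and 22.8 in the adult libraries. Cells with 3 or more of the genes numbered 258, above the 186 to 244 that spreading by depth gave, and they held 70.2% of the UMIs of the list with 1.23% of all UMIs. Free RNA alone is excluded for these, and olfactory neurons of the skull are a candidate source. Of the 258 cells, 140 and 107 were in the juvenile libraries and 9 and 2 in the adult libraries.

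The photoreceptor genes *exorh*, *rho*, *gnat1* and *asmt*, again picked as leading genes of a cluster, summed to 13229 UMIs. In adult replicate 1, *exorh* had 606 CPM and *asmt* 160, and in juvenile replicate 1 *rho* had 241, while *rho* had 0 UMIs in juvenile replicate 2. Cells with 3 or more of the genes numbered 60 over all libraries, where spreading by depth gave 324 to 378. Of the 60 cells, 49 were in adult replicate 1. Cells with more than 1% of their UMIs on the list numbered 95 and held 90.5% of its UMIs, so free RNA alone is excluded. Pineal or retinal cells that differ in number between the dissections are a candidate source; the stage cannot be separated from the dissection.

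The thymocyte genes *rag1*, *rag2*, *cd4-1*, *cd8a* and *ccr9a* summed to 55622 UMIs, of which *ccr9a* gave the most (1323 and 811 CPM in the juvenile libraries, 339 and 24.8 in the adult libraries). *rag1*, *cd4-1* and *cd8a* were picked as leading genes of a cluster, and *cd4-1*, *cd8a* and *ccr9a* are also markers of the T or NK class. The number of cells with 3 or more of the genes, 633, lay within the 626 to 716 of the draws and decides nothing. *rag1* and *rag2* together were 31.5 and 45.1 times higher in CPM in T and NK-like cells than in mesenchyme-like cells of the juvenile libraries, which excludes free RNA as their only source. *rag1* had 40.9 and 46.4 CPM in the juvenile libraries and 0.44 and 0 in the adult libraries. Immature T cells in the juvenile samples may be the source, and whether thymus tissue was taken along was not tested.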

How the results depend on the processing

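Removal of the cells with the highest doublet scores, clusters without the further division, and the mean position along pseudotime were chosen after the data were seen; the other alternatives were planned. Where a value moved, the cause was not tested, unless the construction of the alternative is named beside it.

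The number of cells passing the filter, 21311, became 21091 with a mitochondrial limit of 10%, 21470 with an upper limit of 5000 genes and 21304 without Scrublet calls. Without the cells of the highest doublet scores it was 20149, by construction. The difference between the stages in the share of mesenchyme-like cells, 35.4 percentage points, kept its direction and was 44.5 without integration and 29.2 between the *cdh1:mlanYFP*-depleted libraries. For neuronal-like cells the difference of -17.5 percentage points was -21.1 without further division and -13.2 between the *cdh1:mlanYFP*-depleted libraries. The immune share stayed between -5.57 and -12.95. The difference in the share of the osteoblast lineage, 4.01 percentage points, lay between 1.57 and 7.95 under the alternatives that used all libraries. It was reversed, at -1.98, between the *cdh1:mlanYFP*-depleted libraries, which leave out the library gated on *sp7:GFP* and adult replicate 2. The OM-like share differed by 1.18 percentage points, and by 5.02 with the subset clustered at resolution 1.2.

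Of the genes listed for MSM-like against OM-like and Ps-like cells, 1 passed over all genes. The count was 5 with DESeq2, 5 at resolution 1.2, 3 without the filter on low counts, 3 with the held-out genes among the features, 3 without integration and 2 without the cells of the highest doublet scores. Without integration, no cells were named OM-like, and MSM-like cells were compared with Ps-like cells in 4 sums in place of 8. Library totals and both limits on *prrx1a* left it at 1, as did leaving out each library in turn (1 to 1). Adjusted over the list alone the count of 7 stayed within 7 to 8 with a library left out, and was 1 with the stricter limit on *prrx1a*.

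The replicate block carries this comparison. Without the library as a block, 0 listed genes passed over all genes and 0 over the list alone by edgeR's quasi-likelihood test, where 92 genes had an unadjusted p under 0.05 against 287 with the block, while DESeq2 with the block passed 5. *tnmd* kept a log2 fold change of 1.97 in that setting, with an adjusted p of 0.77 by the same test, against 0.00642 with the block. Adjusted p of *mmp9* in POb-like against LOb-like cells rose to 0.119 without the block at a log2 fold change of 5.41, whereas the other alternatives gave 4.99 to 6.18 and adjusted p from 2.17e-31 to 0.0159 (edgeR's quasi-likelihood test or DESeq2), higher in POb-like cells in 2 of 2 libraries of the clusters as chosen. Without the block the spread between libraries enters the error, by construction.

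Neither *twist1b* nor *tcf12* passed as higher in MSM-like cells under any alternative run; when adjusted over the list alone, *tcf12* passed as lower in them without the filter on low counts and with the looser limit on *prrx1a*. For OM-like against the other mesenchyme, neither listed gene had enough UMIs to be tested in most settings, DESeq2 among them, so a count of 0 there says nothing on stability. Where 1 or both were tested (no filter on low counts, the held-out genes among the features, and without juvenile replicate 2 or adult replicate 1) 0 passed over all genes by edgeR's quasi-likelihood test, which had 461 genes at an unadjusted p under 0.05 with all libraries. Over the list alone it was 2 without the filter on low counts, which lets *fli1a* and *erg* into the test, and 0 to 2 with a library left out, 2 being without adult replicate 1.

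In MSM-like cells 46 genes passed between the stages. With library totals in place of TMM there were 10, with the stricter limit on *prrx1a* 4, and without the filter on low counts, where 14610 genes were tested, 101. Leaving out a library gave 0 to 62, with 0 without adult replicate 1 (edgeR's quasi-likelihood test, 227 genes at an unadjusted p under 0.05; DESeq2 was run on all libraries only) and 23 without adult replicate 2. Of the 6 genes named by the paper, the 1 that passed was lost with library totals (0) and with the stricter limit (0), and leaving out a library gave 0 to 1. Over the list alone, 2 became 5 without the filter and 4 with the held-out genes among the features, and 1 to 4 with a library left out. A stage left with 1 library is assumed to vary like the other.

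In the mesenchyme of the subset 122 genes passed. The count was 442 without the filter on low counts, 57 with the held-out genes among the features, 57 without the cells of the highest doublet scores, 9 without further division and 0 with the stricter limit on *prrx1a* (edgeR's quasi-likelihood test, 544 genes at an unadjusted p under 0.05; DESeq2 was run on the clusters of the chosen limit only, with 182 genes). Leaving out a library gave 125 to 579, with 378 without adult replicate 1 and 579 without adult replicate 2. Of the 6 genes of the paper, 0 passed over all genes, but 2 did with DESeq2, 3 without the filter and 1 without integration, and 0 to 4 with a library left out. Over the list alone the count of 4 fell to 2 with DESeq2, library totals, the held-out genes among the features, resolution 1.2, the looser limit on *prrx1a* or the cells of the highest doublet scores removed, and was 1 to 5 with a library left out.

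In the osteoblast lineage the count of 0 by edgeR's quasi-likelihood test (310 genes at an unadjusted p under 0.05) became 20 with DESeq2, 49 without the filter on low counts, 129 without integration, 92 without the cells of the highest doublet scores and 2 without further division. Leaving out a library gave 0 to 36, with 29 without juvenile replicate 1 and 36 without adult replicate 2. The fits without integration and without the cells of the highest doublet scores had 3 sums in place of 4, since 1 library then held fewer than 10 such cells. Adjusted over the list of 9 markers alone, the count of 0 became 1 with library totals, the stricter or the looser limit on *prrx1a*, or no further division. It was 1 higher and 1 lower without the filter on low counts. With DESeq2, the held-out genes among the features and resolution 1.2 it stayed at 0.

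The order of markers along pseudotime followed 2 of 4 steps with the first principal component and with the mean position as well. The excess of cells with both *mmp9* and *mmp13b*, 9.7 times over the pooled libraries, was 14.8 times in thinned cells, also pooled.

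Among single genes, the direction was reversed in few settings, most with small values. *col12a1a* in MSM-like against OM-like and Ps-like cells had a log2 fold change of -0.015 with the stricter limit on *prrx1a*, *twist1b* against the rest of the subset -0.027 without adult replicate 1 (up to 0.67 with another library left out), and *angptl5* between the stages -0.034 in MSM-like cells without adult replicate 2 (up to 1.59). In the mesenchyme of the subset *angptl5* was at -0.72 without adult replicate 2 (up to 1.39) and -0.51 between the *cdh1:mlanYFP*-depleted libraries. In the osteoblast lineage *spp1* was at -1.82 without adult replicate 2 (up to 5.17) and -2.78 between the *cdh1:mlanYFP*-depleted libraries. *runx2b* was at -0.16 with library totals, -0.24 without juvenile replicate 2 (up to 1.86), -0.044 between the *cdh1:mlanYFP*-depleted libraries, -0.26 without integration, -0.013 with the stricter limit and -0.38 without the cells of the highest doublet scores, where *bglapl* was at -0.07. *ppp1r1c* in MSM-like cells was at -0.58 with the looser limit on *prrx1a*. Over the single genes followed through the settings, 560 values kept their direction and their side of the threshold and 68 fell back behind it. A further 45 passed it, 22 without a test moved by more than the spread, and 15 were reversed. These counts leave out *mmp9* in POb-like against LOb-like cells and the comparisons of *erg*, *fli1a* and *pcna*.

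Clustering without the Scrublet calls was not run, because they mark 7 of 21311 cells. Without integration no cluster was named OM-like and 2 juvenile cells were named MSM-like, so neither the OM-like comparison nor the stage difference in MSM-like cells gave a value. With the stricter limit no cluster was named OM-like, and without further division none was named MSM-like, OM-like or, among all cells, mesenchyme. In the clusters as chosen, POb-like cells could not be tested with a library left out, since 2 libraries hold enough of them. With the looser limit and without further division 3 libraries did, where leaving out a library was not run. The *cdh1:mlanYFP*-depleted libraries alone compare 1 library with 1 and give values without a test. Depth limits the stage differences in MSM-like cells, where 1313 genes had enough UMIs to be tested.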

Differences from the paper's values

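The mean position along pseudotime was chosen after the peaks were seen, and the other alternatives named are those set before the data were examined.

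The subset of osteoblast and *prrx1a*+ mesenchyme cells held 2180 juvenile and 2283 adult cells, where the paper gives 517 and 656. The limit on *prrx1a* is not stated in the paper's text, and the authors' processed Seurat objects were not used to recover their clusters. The alternatives compared still differ: the stricter limit gave 1838 and 1859 cells, the looser limit 2431 and 2546, the held-out genes kept among the features 1932 and 2145, no integration 1900 and 1950, resolution 0.4 for all cells 1917 and 2093, and resolution 1.2 for the subset 2180 and 2283. None of these reaches the paper's value, and the alternatives added later were not compared. The group compared here is therefore wider than the paper's. A value was counted as differing when 1 of the pair was more than 1.5 times the other and the gap exceeded the SD between replicates where there is one. Values that do not differ by this rule are the 16245 juvenile and 5066 adult cells, equal to the paper's, and the 18 clusters of the connective cells, also equal. The others are 15 clusters of all cells (the paper's 16), 12 clusters of the subset (the paper's 8), 4133 and 3341 connective and skeletogenic cells (the paper's 4324 and 4595), a median of 694 and 667 genes per cell (the paper's 719 and 683) and a mesenchyme share of 53.5% of the adult cells (the paper's 61). The 53.5% leaves out dermal fibroblast-like cells, and with them the share is 58.5%.

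The paper finds BMP antagonists and *angptl5* expressed in MSM apart from OM and periosteum. Libraries are the replicates here. All 6 genes had a positive log2 fold change against OM-like and Ps-like cells, and 0 of the 6 passed over all genes by edgeR's quasi-likelihood test (287 genes at an unadjusted p under 0.05), whereas DESeq2 passed 2. These were *grem1a* (adjusted p = 0.0454, log2 fold change 1.68, higher in 3 of 4 libraries) and *angptl5* (adjusted p = 0.0484 by DESeq2, 1.28, higher in 4 of 4). *grem1a* also passed without the filter on low counts (adjusted p = 0.023, 1.33) and at resolution 1.2 (0.0381, 1.63), and *angptl5* at resolution 1.2 (0.0491, 1.25), by edgeR's quasi-likelihood test. *nog2* passed with the held-out genes among the features (adjusted p = 0.049, 1.25) and, with *nog3* (0.0368, 1.23), without integration (0.00238, 1.60), by the same test. No setting passed *bambia* or *fstl3*. Against the whole rest of the subset *grem1a*, *nog2*, *nog3*, *fstl3* and *angptl5* passed as well, and *bambia* did not. *tnmd*, which the paper describes as shared between MSM and periosteum, passed as higher in MSM-like cells than in OM-like and Ps-like cells (log2 fold change 2.00, 4 of 4 libraries). The MSM-like sub-cluster scored higher for the periosteum list (0.842) than each Ps-like sub-cluster (0.572 at most). MSM-like against Ps-like cells is therefore not a clean contrast of the paper's MSM with its periosteum.

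For the rise of *angptl1b*, *angptl5* and the BMP antagonists in the adult suture, *angptl1b* passed in MSM-like cells as the paper states, though not without juvenile replicate 1, adult replicate 1 or adult replicate 2 (adjusted p = 0.127, 0.106 and 0.0881 by edgeR's quasi-likelihood test at log2 fold changes of 2.61, 3.66 and 2.69), and the other 5 of the 6 genes did not over all genes by edgeR's quasi-likelihood test. The direction was up in adult cells for all 6 in that test. In the mesenchyme of the subset *angptl1b* (adjusted p = 0.00967, log2 fold change 2.70) and *nog2* (0.0176, 2.64) passed with DESeq2, and *angptl1b* (0.00241), *grem1a* (0.00784) and *nog2* (0.00281) without the filter on low counts, by edgeR's quasi-likelihood test. Without integration *angptl1b* passed (0.0268 by the same test). In MSM-like cells *grem1a* passed without juvenile replicate 1 (adjusted p = 0.00212 by edgeR's quasi-likelihood test). The juvenile library left then holds 0 UMIs of *grem1a*, so the size of the difference is bounded only from below, by 262 and 177 CPM in the adult libraries against the 28.6 that 0 UMIs allow. In the mesenchyme *grem1a* (adjusted p = 1.06e-05, again against 0 UMIs) and *nog2* (0.0122, log2 fold change 3.64) passed without juvenile replicate 1 by the same test. Without adult replicate 1, *angptl1b* (9.1e-06, 3.24), *grem1a* (0.000139, 2.81), *nog2* (1.32e-05, 3.17) and *nog3* (0.0374, 1.83) did, and without adult replicate 2, *angptl1b* (0.0212, 1.88), *grem1a* (0.0135, 1.94) and *nog2* (0.033, 1.75). In both groups of cells the 6 genes were higher in each adult library than in each juvenile one, except *angptl5*.

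The paper places *twist1b* and *tcf12* highest in MSM. *twist1b* was highest in MSM-like cells over all libraries (89.8 CPM) and in both adult libraries, but not in the juvenile ones, and *tcf12* was highest in Ps-like cells (120 CPM, against 89.8 in MSM-like cells). Neither passed over all genes against the rest of the subset, in any setting run, by edgeR's quasi-likelihood test, where 787 genes had an unadjusted p under 0.05, or by DESeq2. Over the list alone, *tcf12* passed as lower in MSM-like cells without the filter on low counts and with the looser limit on *prrx1a*.

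The paper reports more osteoblasts and less osteogenic mesenchyme at the adult stage. The osteoblast lineage share of the subset was higher by 4.01 percentage points over all libraries, as in the paper, and differed by -1.98 between the libraries of the *cdh1:mlanYFP* gate. The OM-like share was higher by 1.18 percentage points in the adult libraries, and no setting that named OM-like cells made it lower. The paper separates early osteoblasts, and no sub-cluster took that name here. It orders *six2a*, *mmp9*, *spp1*, *ifitm5* and *bglapl* along pseudotime by Monocle3, whereas the peaks along diffusion pseudotime followed 2 of the 4 steps. The method was another one and was run without integration, so a difference in the cells cannot be told from one of method or libraries. The root in OM-like cells favours the step from *six2a* to *mmp9*. On single stages and libraries the peaks followed from 1 (adult cells) to 3 (juvenile replicate 1) of the 4 steps. In juvenile cells, ordered by the mean position, a measure added after the peaks were seen, the markers followed 4 of 4. *mmp9* as a marker of pre-osteoblasts has the direction the paper states, with a log2 fold change of 5.38 in POb-like against LOb-like cells. *fli1a* as a marker of OM was higher there in 3 of 4 libraries and had too few UMIs for the filter; without the filter it passed when adjusted over the list alone.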

Other observations

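The tests of juvenile MSM-like cells on held-out genes, with and without *fstl3* and *tnmd*, the test within the *cdh1:mlanYFP* gate, and the counts of splits over the list alone and among those fitted with the block were chosen after the results they concern were seen.

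Of the 122 genes that passed between the stages in the mesenchyme of the subset (378 without adult replicate 1 and 579 without adult replicate 2), 98 were also tested in immune cells, and 90 of these changed in the same direction there. The median ratio of the immune to the mesenchyme log2 fold change was 0.764 (bootstrap interval 0.682 to 0.911), 0.969 for the 20 higher genes tested and 0.694 for the 78 lower ones. Among 5359 other genes, 61.8% had the same sign in both. A change shared by all cell types, from free RNA or from the libraries, would give a ratio near 1, and these values are consistent with such a source for much of the count. It need not hold for each gene. A stage difference common to the cell types stays open, and 2 libraries per stage with different gates cannot separate it.

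Among the genes picked by rule in the mesenchyme of the subset, *bglap* had 2 UMIs in the juvenile libraries and 347 in the adult libraries, a fold of 145 (counting interval 39.9 to 1204), with a log2 fold change of 8.94 in immune cells. The others higher in adult cells were *cyp24a1* (46.9-fold, 8.07 to 1883), *zgc:152791* (34.3-fold, 9.20 to 288), *fhl1a* (25.1-fold, 8.32 to 124) and *aste1a* (20.2-fold, 10.8 to 42.6). Some of these did not pass in other settings by edgeR's quasi-likelihood test. They were *bglap* with the stricter limit on *prrx1a* (adjusted p = 0.0876) and without further division (0.0505), *cyp24a1* with the stricter limit (0.101), the held-out genes among the features (0.0805), the cells of the highest doublet scores removed (0.0509) or no further division (0.0764), *zgc:152791* with library totals (0.0542) or those cells removed (0.0572), *fhl1a* with the held-out genes among the features (0.0563) and *aste1a* with the stricter limit (0.179). The lower genes were *mia*, at least 267-fold lower, *matn1* (at least 221-fold), *fgfbp2b* (at least 121-fold), *itih1* (at least 45.4-fold) and *si:dkeyp-71f10.5* (742-fold, 133 to 29359, with 1 UMI in the adult libraries). *mia* and *matn1* had 670 and 554 UMIs in the juvenile sums. These bounds pool replicates that differ, with 128 and 820 CPM of *mia* in juvenile replicates 1 and 2, 72.8 and 732 of *matn1*, 28.0 and 423 of *fgfbp2b*, 27.1 and 131 of *itih1*, and 183 and 654 of *si:dkeyp-71f10.5*. *mia* did not pass without integration (log2 fold change -2.55, adjusted p = 0.266), with the stricter limit on *prrx1a* (0.0906) or without further division (0.0579), nor did *matn1* in the latter pair (0.0876 and 0.0569), by edgeR's quasi-likelihood test. *fgfbp2b* did not pass with the held-out genes among the features (adjusted p = 0.0699 by the same test) or with DESeq2 (0.055). Leading genes of chondrocyte-like clusters include *mia*, *matn1*, *fgfbp2b* and *itih1*. Chondrocyte-like cells were 5.39% and 5.45% of the juvenile libraries and 1.21% and 1.94% of the adult libraries. For these genes a change in the mesenchyme was therefore not separated from RNA or cells of cartilage.

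In MSM-like cells the genes picked by the same rule and higher in adult cells were *crhbp* (119-fold, counting interval 32.8 to 990), a naming gene of the other meninges, *ppp1r1c* (39.1-fold, 6.74 to 1571), *si:ch1073-204b8.1* (26.1-fold, 4.41 to 1056), *il15l* (17.8-fold, 4.70 to 151) and *si:ch211-76l23.4* (17.3-fold, 14.0 to 21.6). Lower were *elavl3*, at least 15.5-fold, *fabp7a* (at least 15.1-fold), *col2a1a* (at least 14.6-fold), *XLOC_042595* (65.6-fold, 17.6 to 550) and *hmgb3a* (60.5-fold, 16.2 to 508). *elavl3*, *fabp7a* and *col2a1a* are markers of neurons, glia and cartilage with 30 to 32 UMIs in the juvenile sums. The counting intervals leave out the spread between juvenile replicates 1 and 2, which had 554 and 47.7 CPM of *si:ch211-76l23.4*, 137 and 659 of *XLOC_042595* and 78.2 and 678 of *hmgb3a*. With library totals 9 of the 10 genes fell out (adjusted p 0.053 to 0.0701) and with the stricter limit on *prrx1a* 8 did (0.0654 to 0.0799), by edgeR's quasi-likelihood test. Without adult replicate 1, 0 of the 10 passed by edgeR's quasi-likelihood test (adjusted p 0.0785 to 0.245, with 227 genes at an unadjusted p under 0.05), without adult replicate 2 only *crhbp* did, and without juvenile replicate 2 *si:ch1073-204b8.1* (adjusted p = 0.0998), *il15l* (0.0726) and *XLOC_042595* (0.117) fell out by the same test. In immune cells of the same libraries, *crhbp* (log2 fold change 5.01), *si:ch211-76l23.4* (3.81) and *il15l* (2.32) were also higher in adult cells. *elavl3* (-11.1), *fabp7a* (-0.80), *col2a1a* (-5.90), *XLOC_042595* (-3.24) and *hmgb3a* (-3.48) were also lower there, while *ppp1r1c* (-0.47) went the other way. None of these passed in immune cells. A source shared by the cell types, such as free RNA or the libraries, stays open. No explanation was tested for these genes one by one.

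The share of osteoblast lineage cells in the subset was higher in the adult libraries on average, and the *sp7:GFP* gate, which took osteoblasts out of 1 juvenile library, is a candidate source. Between the 2 libraries of the *cdh1:mlanYFP* gate the adult share differed by -1.98 percentage points, and the library with the *sp7:GFP* gate had the lowest share of the 4. That difference also leaves out adult replicate 2, which had the highest share. The values are in line with the gate as the source; 1 library per stage within a gate leaves no replicate to test a stage difference.

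Free RNA was weighed for the BMP antagonists and *angptl5* in MSM-like cells. The ratio of their summed CPM to that of immune cells was 121 and 98.3 in the juvenile replicates, 24.8 in adult replicate 1 and 9.16 in adult replicate 2, which excludes free RNA as the only source. *fstl3* gave most of these UMIs. Integration could also draw juvenile cells of another kind into the MSM-like sub-cluster. The 10 held-out genes, summed, were 2.17 and 1.95 times higher in MSM-like cells relative to OM-like and Ps-like cells of the juvenile replicates, beyond counting error in both. Since *fstl3* gives a large part of these UMIs as well, the other 9 were summed alone, at 2.00 and 1.78 times OM-like and Ps-like cells and 1.42 and 1.35 times Ps-like cells alone, again beyond counting error. The excess over Ps-like cells rests on *tnmd*, and without it was 1.17 and 1.18 times, within counting error. Without integration 2 juvenile cells were named MSM-like. Ps-like cells drawn in are therefore not excluded, and the number of juvenile MSM-like cells rests on the integration.

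Other divisions of the 8 sums were compared with the real one. For MSM-like against OM-like and Ps-like cells, 2 of 35 divisions passed as many listed genes over all genes tested, the real one included. By that number chance is not excluded for the count of 1, but the other division sets the juvenile sums against the adult sums and had to be fitted without the library as a block. Of the 32 divisions fitted with the block the real one alone passed as many. Of the 8 divisions that part every library, the real one alone did. Adjusted over the list alone, the real division passed 7 genes and the others at most 2. For MSM-like cells against the rest of the subset and for OM-like cells against the other mesenchyme the count was 0 by edgeR's quasi-likelihood test, where 787 and 461 genes had an unadjusted p under 0.05. DESeq2 also passed 0 in the former, and in the latter neither test held a listed gene. With a count of 0 all 35 divisions tie with the real one by construction, so nothing follows about chance.

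*pthlha* was held out of the clustering and is not part of a tested list. It had 14.2 CPM in MSM-like cells (exact 95% interval 6.48 to 26.9), 9.53 in OM-like cells (4.12 to 18.8) and 1.97 in Ps-like cells (0.405 to 5.75), against 0.593 in immune cells, so its intervals in the types overlap in part.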
